# Phytochrome activates the plastid-encoded RNA polymerase for chloroplast biogenesis via nucleus-to-plastid signaling

**DOI:** 10.1038/s41467-019-10518-0

**Published:** 2019-06-14

**Authors:** Chan Yul Yoo, Elise K. Pasoreck, He Wang, Jun Cao, Gregor M. Blaha, Detlef Weigel, Meng Chen

**Keywords:** Chloroplasts, Light responses, Photosynthesis, Plant cell biology

## Abstract

Light initiates chloroplast biogenesis by activating photosynthesis-associated genes encoded by not only the nuclear but also the plastidial genome, but how photoreceptors control plastidial gene expression remains enigmatic. Here we show that the photoactivation of phytochromes triggers the expression of photosynthesis-associated plastid-encoded genes (*PhAPG*s) by stimulating the assembly of the bacterial-type plastidial RNA polymerase (PEP) into a 1000-kDa complex. Using forward genetic approaches, we identified REGULATOR OF CHLOROPLAST BIOGENESIS (RCB) as a dual-targeted nuclear/plastidial phytochrome signaling component required for PEP assembly. Surprisingly, RCB controls *PhAPG* expression primarily from the nucleus by interacting with phytochromes and promoting their localization to photobodies for the degradation of the transcriptional regulators PIF1 and PIF3. RCB-dependent PIF degradation in the nucleus signals the plastids for PEP assembly and *PhAPG* expression. Thus, our findings reveal the framework of a nucleus-to-plastid anterograde signaling pathway by which phytochrome signaling in the nucleus controls plastidial transcription.

## Abstract (web summary)

Light initiates chloroplast biogenesis by controlling gene expression in plastids. Here Yoo et al. show that nuclear phytochrome signaling triggers plastid gene expression via a novel dual-localized protein necessary for nuclear phytochrome signaling and subsequent anterograde signaling to the plastid.

## Introduction

Extranuclear genomes in organelles such as mitochondria and plastids define the eukaryotic cell. While perturbing the activity of the mitochondrial genome leads to human pathologies, altering plastidial gene expression can kill plants^1–3^. The plastidial genome carries 100–120 genes encoding essential components of the plastidial transcriptional, translational, and photosynthetic apparatuses^4^, and therefore, the regulation of plastidial gene expression is critical for the biogenesis of photosynthetically active chloroplasts^5,6^. However, because only <10% of plastid proteins are encoded by the plastidial genome, and the rest by the nuclear genome, the plastid is genetically semi-autonomous^5,6^. Plastidial gene expression is thought to be determined by the developmental program of the host cell^5^, but the cell signaling mechanisms that control plastidial gene expression remains elusive.

The greening, or chloroplast biogenesis, of flowering plants (angiosperms) occurs only in the presence of light^7^. Light promotes chloroplast biogenesis by controlling two distinct biological processes in the plant cell. Light turns on chlorophyll biosynthesis directly in plastids by activating protochlorophyllide oxidoreductase to catalyze the final step of chlorophyll biosynthesis, the conversion of protochlorophyllide to chlorophyll *a*^8^. More importantly, as an environmental signal, light reprograms hundreds of genes in the nucleus to initiate the developmental transition from heterotrophic growth supported by seed-stored energy to autotrophic growth, which relies on photosynthesis^7,9^. In dicotyledonous plants, such as *Arabidopsis thaliana*, young seedlings that germinate underground adopt a dark-grown developmental program called skotomorphogenesis or etiolation, which inhibits leaf development and promotes elongation of the embryonic stem (hypocotyl), allowing seedlings to emerge quickly from the soil into the light. Plastids in the leaves of dark-grown seedlings differentiate into photosynthetically inactive, non-green etioplasts. Upon emerging from the soil, seedlings transition to a light-grown developmental program called photomorphogenesis, which restricts hypocotyl elongation, and promotes leaf development and chloroplast biogenesis.

Light establishes photomorphogenesis through the massive transcriptional reprogramming of the nuclear genome. Light is first perceived by a suite of photoreceptors, including the red (R)- and far-red (FR)-light-sensing phytochromes (PHYs), which play an essential role in chloroplast biogenesis^10–12^. In *Arabidopsis*, PHYs are encoded by five genes, *PHYA-E*, among which the gene products of *PHYA* and *PHYB* are the predominant sensors of continuous FR and R light, respectively^13–15^. PHYs utilize a covalently attached linear tetrapyrrole as a chromophore to sense light through conformational switches between the R-light-absorbing inactive Pr form and the FR-light-absorbing active Pfr form^16^. PHYs are synthesized in the Pr form in the cytoplasm. Upon photoactivation to the Pfr form, PHYs accumulate in the nucleus and localize to punctate subnuclear foci named photobodies^17–19^. The size and number of photobodies are directly regulated by light quality and quantity^20,21^. Under strong light, PHYB-GFP is confined to only a few large photobodies of 0.7–2 μm in diameter^20,21^. Shifting the equilibrium of PHYs toward the inactive Pr form under low light or shade conditions induces PHYB-GFP to localize to tens of smaller photobodies of 0.1–0.7 μm in diameter^20,21^. PHYs colocalize on photobodies with a group of phytochrome-interacting transcription factors, the PIFs^22,23^. The PIF family of transcriptional regulators include eight members, PIF1, PIF3-8, and PIL1 (PIF3-Like1); they are repressors of photomorphogenesis^24–26^. Most PIFs accumulate to high levels in dark-grown seedlings, where they promote hypocotyl elongation by activating growth-relevant genes and inhibit chloroplast biogenesis by repressing photosynthesis-associated nuclear-encoded genes (*PhANGs*)^24,25^. Photoactivated PHYs interact directly with PIFs and trigger their degradation, which is a central mechanism in reprogramming the nuclear genome to initiate photomorphogenesis^24,25,27^. Although the cellular mechanism of PIF degradation is still not fully understood, accumulating evidence indicates that the formation of large photobodies is closely associated with PIF3 degradation^21,28,29^.

Chloroplast biogenesis also requires the activation of photosynthesis-associated plastid-encoded genes (*PhAPG*s), which encode essential components of the photosynthetic apparatus, such as the large subunit of the carbon fixation enzyme ribulose-1,5-bisphosphate carboxylase/oxygenase (rbcL) and the photosystem II reaction center D1 protein (psbA)^4^. Plastidial genes are transcribed by two types of RNA polymerases: a phage-type nuclear-encoded RNA polymerase (NEP) and a bacterial-type plastid-encoded RNA polymerase (PEP)^30,31^. While the NEP preferentially transcribes housekeeping genes, including plastid ribosomal RNAs and the core subunits of the PEP, the PEP transcribes *PhAPG*s^32^. *PhAPG*s are induced transcriptionally by light and PHYs^33,34^. Because PHYs do not localize to the plastids, they need to control plastidial transcription from outside of the plastids, but the signaling mechanism by which PHYs control plastidial transcription is largely unknown. Here we show that PHYs trigger light-dependent assembly of the PEP into a 1000-kDa protein complex for *PhAPG* transcription. Using a forward genetic screen, we identified REGULATOR OF CHLOROPLAST BIOGENESIS (RCB) as a necessary PHY signaling component that activates the assembly and activation of the PEP from the nucleus by promoting photobody biogenesis and PIF degradation. Intriguingly, PIF degradation in the nucleus signals the plastids to assemble and activate the PEP. Thus, this study reveals the framework of a nucleus-to-plastid light signaling mechanism linking nuclear PHY signaling and the control of the PEP for *PhAPG* transcription during chloroplast biogenesis.

## Results

### Phytochromes trigger light-dependent PEP assembly

Chloroplast biogenesis in the light is principally controlled by PHYs. Knocking out all *PHY*s completely blocks greening in rice and dramatically impairs greening in *Arabidopsis* in R light (Fig. 1a)^10–12^. The total chlorophyll contents in R-light-grown *phyABCDE*, *phyA-211*/*phyB-9*, and *phyB-9* mutants were reduced by 96.4%, 63.7%, and 59.6%, respectively, compared with that in the wild-type (Fig. 1b). These results indicate that PHYs, particularly PHYA and PHYB, play critical roles in initiating chloroplast biogenesis. It is important to note that *phyB-9* carries a second-site mutation that partially contributes to its greening phenotype, but this mutation is not present in *phyA-211/phyB-9*^35^. Further supporting the important role of PHYA and PHYB in chloroplast biogenesis, when dark-grown seedlings were illuminated by R light during the dark-to-light transition, greening and chlorophyll accumulation in *phyA-211*/*phyB-9* were significantly attenuated (Fig. 1c, d). To investigate a possible connection between PHY signaling and the regulation of plastidial gene expression, we examined PEP- and NEP-dependent genes in Col-0 and *phy* mutants. The steady-state mRNA levels of three PEP-dependent *PhAPG*s, *psbA*, *psbB*, and *rbcL*, in Col-0 increased more than sixfold in the light than in darkness (Fig. 1e) and more than sevenfold within 48 h during the dark-to-R-light transition (Fig. 1f). In contrast, the expression of three NEP-dependent marker genes, *rpoB*, *rpoC1*, and *rpl20*, in Col-0 did not change substantially in continuous R light compared with that in darkness nor during the dark-to-R-light transition (Fig. 1e, f). *PhAPG*s also failed to be activated in *phyB-9*, *phyA-211/phyB-9*, and *phyABCDE* mutants grown in continuous R light as well as in *phyA-211/phyB-9* during the dark-to-R-light transition (Fig. 1e, f), indicating that PHYs are required for *PhAPG*s activation. Consistent with these results, in a constitutively active *phyB* mutant, *YHB*, which carries a Y276H mutation in PHYB’s photosensory chromophore attachment domain that locks PHYB in an active form^36^, *PhAPG*s became active in the dark (Fig. 1e), indicating that activation of PHYB alone is sufficient to induce *PhAPG* expression. In contrast to the PEP-dependent genes, NEP-dependent genes were not altered by more than twofold in the *phy* mutants (Fig. 1e, f). Together, these results provide evidence that PHYs can trigger the plastid to activate the expression of *PhAPG*s by the PEP. These results prompted us to investigate how PHY signaling activates the PEP.

**Fig. 1:**
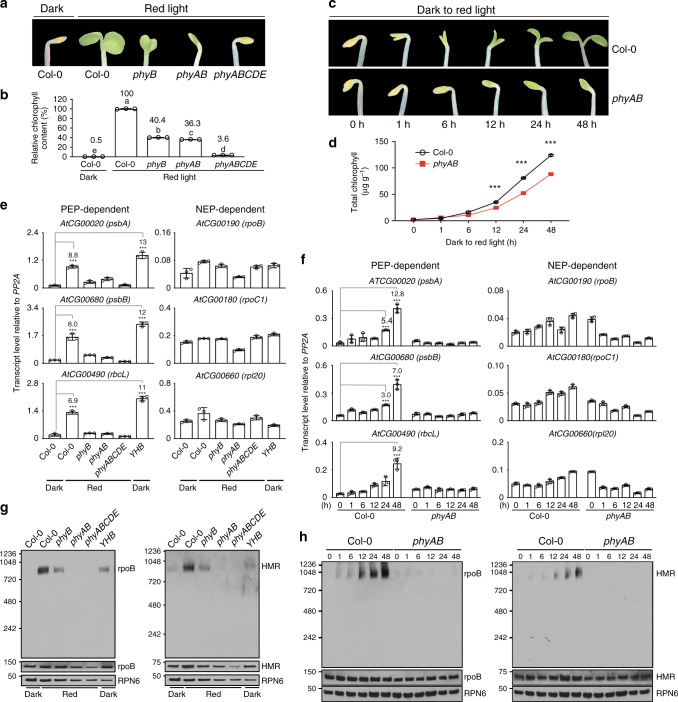
Phytochromes activate *PhAPG*s by promoting the assembly of the PEP. **a** Images of embryonic leaves from 4-d-old Col-0, *phyB-9* (*phyB*), *phyA-211/phyB-9* (*phyAB*), and *phyA/phyB/phyC/phyD/phyE* (*phyABCDE*) seedlings grown in either darkness or 10 μmol m^−2^ s^−1^ R light. **b** Total chlorophyll levels in seedlings shown in (**a**). Different letters denote statistically significant differences in chlorophyll content (ANOVA, Tukey’s HSD, *p* ≤ 0.001). **c** Images of embryonic leaves of 4-d-old Col-0 and *phyAB* seedlings from the indicated time points after dark-grown seedlings were illuminated with 10 μmol m^−2^ s^−1^ R light. **d** Total chlorophyll levels in Col-0 and *phyAB* seedlings during the dark-to-light transition described in (**c**). *** Indicates a statistically significant difference between Col-0 and *phyAB* (Student’s *t*-test, *p* ≤ 0.001). **e**, **f** qRT-PCR results showing the transcript levels of representative PEP- and NEP-dependent genes in 4-d-old indicated lines grown in either darkness or 10 μmol m^−2^ s^−1^ R light (**e**) or during the dark-to-light transition described in (**c**) (**f**). The transcript levels were calculated relative to those of *PP2A*. Fold changes are shown only for the samples exhibiting greater than twofold changes compared with the values of dark-grown Col-0 (***, Student’s *t*-test, *p* ≤ 0.001). **g**, **h** Immunoblots showing the levels of the PEP complex as well as rpoB and HMR proteins in 4-d-old indicated lines (**g**) or during the dark-to-light transition (**h**). Total protein was isolated under either native or denaturing conditions and resolved by blue-native PAGE or SDS-PAGE, respectively. PEP complex on blue-native gels and denatured rpoB and HMR separated by SDS-PAGE were detected by immunoblots using antibodies against rpoB and HMR. RPN6 was used as a loading control. For (**b**), (**c**), (**e**), and (**f**), error bars represent SD of three biological replicates. The source data underlying the chlorophyll measurements in (**b**) and (**d**), the qRT-PCR analysis in (**e**) and (**f**), and immunoblots in (**g**) and (**h**) are provided in the Source Data file

The PEP comprises prokaryotic α, β, β′, β″ core subunits and a sigma factor surrounded by twelve plant-specific PEP-associated proteins that are essential for its activity^1,37,38^. Extensive biochemical studies have demonstrated that a large fraction of the PEP is tightly associated with DNA and forms multisubunit complexes^37–40^. We therefore tested whether the formation of the *Arabidopsis* PEP complex is influenced by light and PHY signaling. To that end, we resolved the PEP complex from *Arabidopsis* by blue-native-gel electrophoresis and monitored its size by immunoblotting using antibodies against either the core β subunit, rpoB, or a PEP-associated protein, HEMERA (HMR)/pTAC12. We found that the PEP in R light-grown Col-0 forms a 1000-kDa complex, which could be detected by anti-rpoB and anti-HMR antibodies (Fig. 1g). Strikingly, although rpoB and HMR were present in Col-0 seedlings grown in both light and dark conditions, the 1000-kDa PEP complex was absent in the dark (Fig. 1g). The core subunits of the bacterial RNA polymerase is self-sufficient to form a functional complex^41^. Intriguingly, we did not observe a smaller complex of the bacterial-like core subunits of the PEP in either the dark or the light, suggesting that the core subunits of the *Arabidopsis* PEP require additional factors, likely the plant-specific PEP-associated proteins, for its assembly. During the dark-to-R-light transition, the PEP complex appeared within 1 h after light exposure and increased to a steady-state level in 48 h (Fig. 1h). These results indicate that PEP assembly is triggered by light and correlates with *PhAPG* expression (Fig. 1e–h). The amount of PEP complex was greatly reduced in *phyB-9* seedlings and was undetectable in *phyA-211*/*phyB-9* and *phyABCDE* mutants in the light (Fig. 1g). PEP assembly was blocked in *phyA-211*/*phyB-9* during the dark-to-R-light transition (Fig. 1h). Also, PEP assembly was activated in the *YHB* mutant in the dark (Fig. 1g). Together, these results demonstrate that the photoactivation of PHYs, particularly PHYA and PHYB, causes PEP components to assemble into a 1000-kDa complex, providing a mechanism for activating the PEP by light.

### Identification of RCB

A major challenge that has hindered the discovery of the mechanism of PHY signaling in controlling chloroplast biogenesis is the lack of an efficient forward genetic screening strategy that can distinguish chloroplast-deficient signaling mutants from other albino mutants of genes encoding essential components of the chloroplast^5^. Our recent genetic studies of early PHY signaling have found HMR, which is so far the only identified PHY signaling component essential for chloroplast biogenesis^28^. The *hmr* mutant represents the founding member of a mutant class with a combination of long-hypocotyl and albino seedling phenotypes, which are indicative of deficiencies in PHY signaling and chloroplast biogenesis, respectively^28,42^. Albino mutants had been previously considered uninteresting in the context of light signaling because historically, chlorophyll-deficient mutants had been shown to retain normal PHY-mediated hypocotyl responses^43,44^. As a result, the entire class of tall-and-albino mutants like *hmr* had been ignored^42^. We hypothesized that some of the tall-and-albino mutants could define missing PHY signaling components in the signaling pathway that activates *PhAPG* transcription.

We therefore performed a forward genetic screen for *hmr-like* mutants with tall-and-albino phenotypes in monochromatic R light. The screen was conducted using *PBG* (PHYB-GFP), a transgenic line in the null *phyB-5* background complemented with functional PHYB-GFP^17^. This design allowed us to easily assess whether the diagnostic signaling event of photobody formation is impaired in the mutants. From 2,000 N-ethyl-N-nitrosourea or ethyl methanesulfonate mutagenized F_2_ *PBG* families, we identified 23 tall-and-albino mutants. In this study, we have focused on two mutations in the same complementation group. We named this locus *Regulator of Chloroplast Biogenesis* (*RCB*). Both *rcb-1*/*PBG* and *rcb-2*/*PBG* seedlings had elongated hypocotyls and albino embryonic leaves in R light (Fig. 2a, b), suggesting that RCB is required for PHY-mediated photoinhibition of hypocotyl elongation and chloroplast biogenesis.

**Fig. 2:**
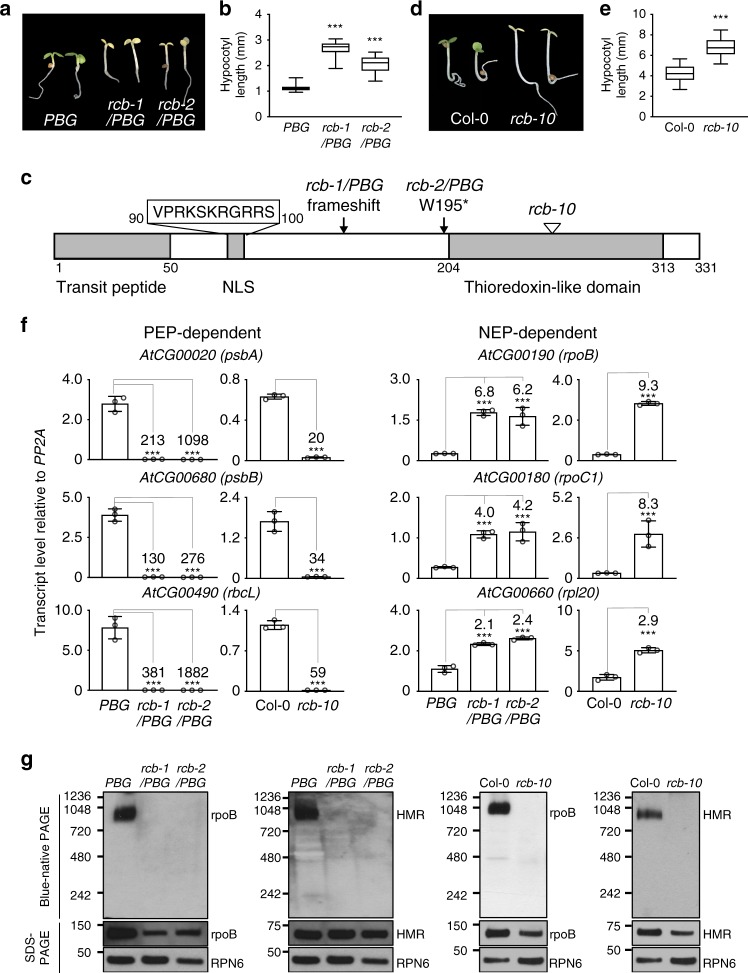
Identification of RCB as a PHY signaling component required for PEP assembly. **a** Images of 4-d-old *PBG*, *rcb-1/PBG*, and *rcb-2/PBG* seedlings grown in 10 μmol m^−2^ s^−1^ continuous R light. **b** Box-and-whisker plots showing hypocotyl measurements of seedlings in (**a**). The boxes represent from the 25th to the 75th percentiles, and the bars equal the median values. *** Indicates a statistically significant difference from the value of *PBG* (Student’s *t*-test, *p* ≤ 0.001). **c** Schematic illustration of the predicted domain structure of RCB. The mutations of the *rcb* alleles are indicated. NLS, nuclear localization signal. **d** Representative images of 4-d-old Col-0 and *rcb-10* seedlings grown in 10 μmol m^−2^ s^−1^ R light. **e** Box-and-whisker plots showing hypocotyl measurements of seedlings in (**d**). The boxes represent from the 25th to the 75th percentiles, and the bars equal the median values. *** Indicates statistically significant differences from the value of Col-0 (Student’s *t*-test, *p* ≤ 0.001). **f** qRT-PCR analyses of the transcript levels of representative PEP- and NEP-dependent genes in 4-d-old *PBG*, *rcb-1/PBG*, *rcb-2/PBG*, Col-0, and *rcb-10* seedlings grown in 10 μmol m^−2^ s^−1^ R light. Fold changes are shown for the *rcb* mutant samples exhibiting greater than twofold changes compared with the values of the corresponding parental-line samples (***, Student’s *t*-test, *p* ≤ 0.001). Error bars represent SD of three biological replicates. **g** Immunoblots showing the levels of the PEP complex (blue-native PAGE) as well as total rpoB and HMR proteins (SDS-PAGE) in 4-d-old *PBG*, *rcb-1/PBG*, *rcb-2/PBG*, Col-0, and *rcb-10* seedlings grown in 10 μmol m^−2^ s^−1^ R light. RPN6 was used as a loading control. The source data underlying the hypocotyl measurements in (**b**) and (**e**), the qRT-PCR analysis in (**f**), and immunoblots in (**g**) are provided in the Source Data file

We mapped the mutations co-segregating with the tall-and-albino phenotype of *rcb-1/PBG* and *rcb-2/PBG* using SHOREmap to the same gene At4g28590. *rcb-1/PBG* features a 1-bp deletion in chromosome 4 at position 14,126,279 that generates a frameshift in the second exon of At4g28590. *rcb-2/PBG* contains a G-to-A substitution at nucleotide 14,216,245 of chromosome 4, which introduces a premature stop codon at codon 195 in At4g28590 (Fig. 2c). We generated an antibody against the gene product of At4g28590 and found that neither *rcb-1/PBG* nor *rcb-2/PBG* accumulated the protein product of At4g28590 (Supplementary Fig. 1a), indicating that they are null alleles. Expressing the cDNA of At4g28590 rescued the tall-and-albino phenotype of *rcb-1/PBG* (Supplementary Fig. 1b, c). In addition, we obtained a T-DNA insertion allele *rcb-10*, SALK_075057^45^, which carries a T-DNA insertion in the second intron of At4g28590 after nucleotide 14,125,739 (Fig. 2c). The gene product of At4g28590 did not accumulate in *rcb-10* (Supplementary Fig. 1a), indicating that it is a null allele. Similar to *rcb-1/PBG* and *rcb-2/PBG*, *rcb-10* was also tall and albino (Fig. 2d, e). Together, these results demonstrate that At4g28590 is *RCB*.

*RCB* encodes a 331-amino-acid protein with three recognizable motifs (Fig. 2c): a transit peptide predicted by ChloroP1.1^46^, a monopartite nuclear localization signal (NLS) predicted by NLS mapper^47^, and a carboxy terminal thioredoxin-like fold recognized by Phyre2^48^. RCB has been identified previously because of its essential role in chloroplast biogenesis, and it was shown that *PhAPG* expression was impaired in the *rcb* mutant^49–52^. However, the precise function of RCB is still unknown. The expression of *PhAPG*s was downregulated in *rcb-1/PBG*, *rcb-2/PBG*, and *rcb-10*, whereas NEP-dependent genes were upregulated (Fig. 2f)—a characteristic of mutants defective specifically in the PEP^37^. The altered expression of PEP- and NEP-dependent genes in *rcb-1/PBG* was also rescued by expressing RCB (Supplementary Fig. 1d). Interestingly, we found that all three *rcb* mutants failed to stimulate the assembly of the 1000-kDa PEP complex in the light (Fig. 2g). These results indicate that RCB mediates *PhAPG* activation by promoting PEP assembly.

### RCB is required for phytochrome signaling

A role of RCB in PHY signaling has never been revealed previously. We therefore wanted to determine if and how RCB participates in PHY signaling. To that end, we analyzed the hypocotyl elongation responses of the *rcb* mutants in continuous FR and R light to assess their effectiveness in PHYA and PHYB signaling, respectively^53^. These experiments showed that *rcb-10* and *rcb-1/PBG* were hyposensitive to FR and R light (Fig. 3a–d). The *rcb* mutant had a normal hypocotyl response in the dark (Supplementary Fig. 2a), and both *rcb-10/phyB-9* and *rcb-10/phyA-211* double mutants were not taller than *phyB-9* and *phyA-211*, respectively (Fig. 3e–h), indicating that the long-hypocotyl phenotype of the *rcb* mutants relies on the presence of PHY signaling. To further demonstrate RCB’s role in PHY signaling, we crossed *rcb-1* to the constitutively active *phyB* allele *YHB*^36^. The constitutive photomorphogenetic phenotype of *YHB* in the dark was partially suppressed in the *rcb-1/YHB* double mutant (Fig. 3i, j), confirming that RCB is required for PHYB signaling. To test whether RCB works in the same signaling pathway as HMR, we generated a *rcb-10/hmr-5* double mutant. The *rcb-10/hmr-5* double mutant was not taller than either *rcb-10* or *hmr-5* (Fig. 3k, l), suggesting that RCB and HMR function in the same PHY-dependent pathway. Interestingly, *rcb-10/hmr-5* had the same hypocotyl length as *hmr-5* and was slightly shorter than *rcb-10* (Fig. 3k, l), which might suggest that for hypocotyl regulation, *hmr-5* is epistatic to *rcb-10*. In contrast to the clear defects in response to FR and R light, the *rcb* mutants had a normal hypocotyl response to blue light (Supplementary Fig. 2b), indicating that RCB is not required for cryptochrome-mediated blue light signaling. Together, these genetic results demonstrate that RCB participates in PHY-specific light signaling.

**Fig. 3:**
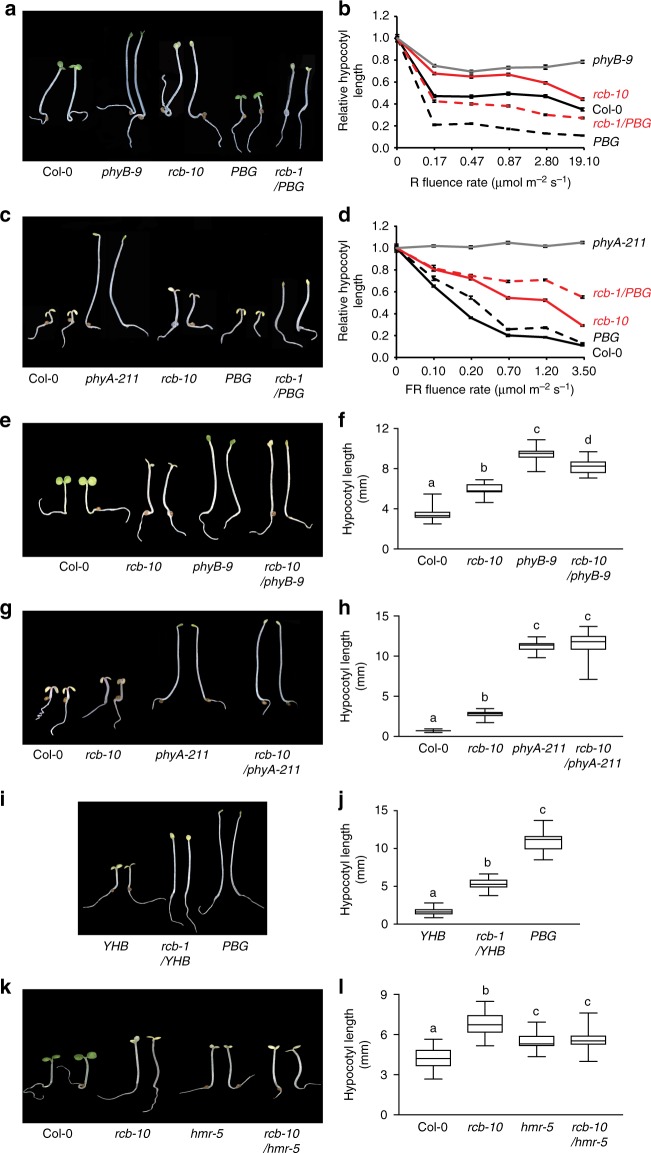
RCB mediates PHY signaling. **a** Representative images of 4-d-old Col-0, *phyB-9*, *rcb-10*, *PBG*, and *rcb-1/PBG* seedlings grown in 0.5 μmol m^−2^ s^−1^ R light. **b** R light fluence response curves for Col-0, *phyB-9*, *rcb-10*, *PBG*, and *rcb-1/PBG* measured by growing seedlings for 4 days in darkness or a series of intensities of R light. Hypocotyl length in R light was calculated relative to the value of the corresponding lines in the dark. Error bars represent the SD of three biological replicates. **c** Representative images of 4-d-old Col-0, *phyA-211*, *rcb-10*, *PBG*, and *rcb-1/PBG* seedlings grown in 1 μmol m^−2^ s^−1^ FR light. **d** FR light fluence response curves for Col-0, *phyA-211*, *rcb-10*, *PBG*, and *rcb-1/PBG* measured by growing seedlings for 4 days in darkness or a series of intensities of FR light. Hypocotyl length in FR light was calculated relative to the value of the corresponding lines in the dark. Error bars represent SD of three biological replicates. **e** Representative images of 4-d-old Col-0, *rcb-10*, *phyB-9*, and *rcb-10/phyB-9* seedlings grown in 10 μmol m^−2^ s^−1^ R light. **f**, Box-and-whisker plots showing hypocotyl measurements of seedlings in (**e**). **g** Representative images of 4-d-old Col-0, *rcb-10*, *phyA-211*, and *rcb-10/phyA-211* seedlings grown in 10 μmol m^−2^ s^−1^ FR light. **h** Box-and-whisker plots showing hypocotyl measurements of seedlings in (**g**). **i** Representative images of 4-d-old *YHB*, *rcb-1/YHB*, and *PBG* seedlings grown in darkness. **j** Box-and-whisker plots showing hypocotyl measurements of seedlings in (**i**). **k** Representative images of 4-d-old Col-0, *rcb-10*, *hmr-5*, and *rcb-10/hmr-5*, and *PBG* seedlings grown in 10 μmol m^−2^ s^−1^ R light. **l** Box-and-whisker plots showing hypocotyl measurements of seedlings in (**k**). For the box-and-whisker plots in (**f**), (**h**), (**j**), and (**l**), the boxes represent from the 25th to the 75th percentiles, and the bars equal the median values. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey’s HSD, *p* ≤ 0.001). The source data underlying the hypocotyl measurements in (**b**), (**d**), (**f**), (**h**), (**j**), and (**l**) are provided in the Source Data file

### RCB is a dual-targeted phytochrome signaling component

RCB has been shown previously to localize exclusively to plastids^49,51,52^. How can we reconcile the requirement for RCB in PHYA and PHYB signaling in the nucleus with its protein localization to plastids? To further examine the function of RCB in PHY signaling, we asked whether RCB, with its putative NLS (Fig. 2c), is also targeted to the nucleus. We found that RCB-CFP was detectable in both the plastids and the nuclei of transiently transformed tobacco cells (Fig. 4a). In agreement with this result, a functional HA-His-tagged RCB expressed in *rcb-10* (*RCB-HA-His/rcb-10*) as well as the endogenous RCB were detected in both the nuclear and plastidial fractions (Fig. 4b, c and Supplementary Fig. 3). Surprisingly, the total, nuclear, and plastidial fractions of RCB-HA-His and endogenous RCB had similar molecular masses (Fig. 4b, c), even though plastid-localized RCB is expected to be smaller than nuclear RCB due to the removal of its transit peptide during plastid protein import. To examine the size of endogenous RCB more closely, we ran side-by-side in vitro translated full-length RCB and a series of N-terminal truncated RCB fragments. The endogenous RCB was significantly smaller than the full-length RCB and similar to RCBΔ51, lacking the N-terminal 51 amino acids (Fig. 4c). These results suggest that the transit peptide of RCB is around 50 amino acids (Fig. 2c) and imply that nuclear RCB also lacks the transit peptide, and therefore, it is possible that RCB is imported into plastids first before translocating to the nucleus^54^. Together, we conclude that RCB is targeted to not only plastids but also the nucleus. This raises the possibility that RCB participates directly in nuclear PHY signaling.

**Fig. 4:**
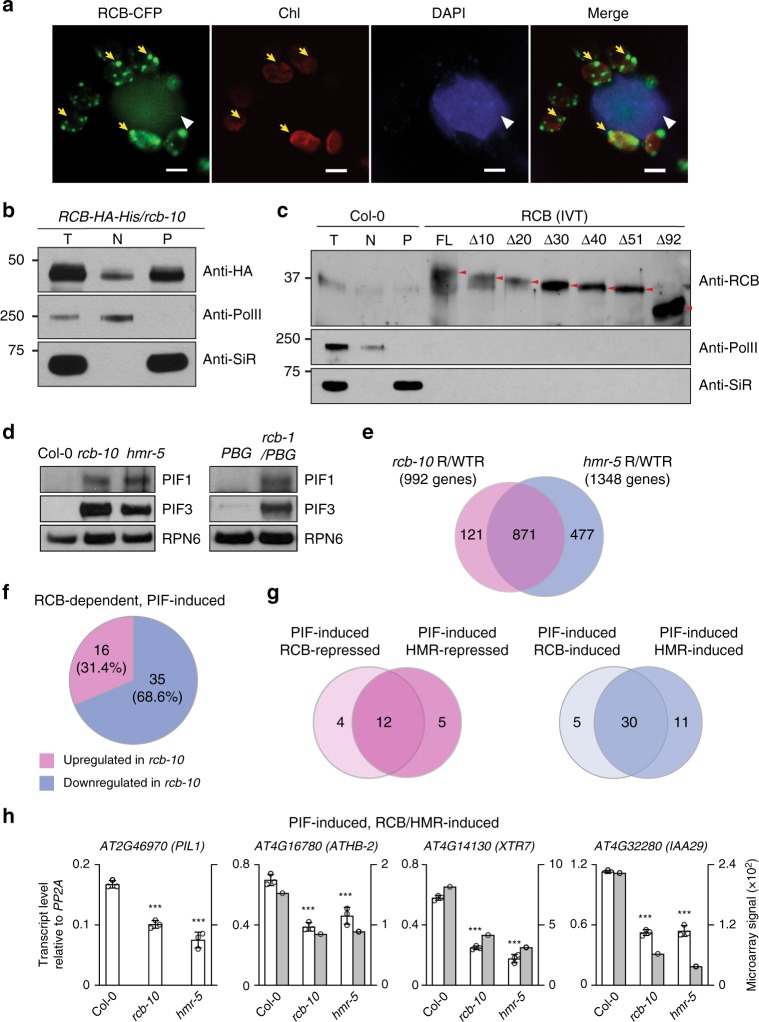
RCB is a dual-targeted protein that regulates the stability and activity of PIFs. **a** Confocal images showing that transiently-expressed RCB-CFP localizes to plastids and the nucleus in tobacco cells. Chlorophyll autofluorescence (Chl) and DAPI staining were used to label chloroplasts (indicated by yellow arrows) and nuclei (indicated by white arrowheads), respectively. The bars represent 5 μm. **b** Immunoblots showing total (T), nuclear (N), and plastidial (P) protein fractions from 4-d-old *RCB-HA-His/rcb-10* seedlings grown in 10 μmol m^−2^ s^−1^ R light. RCB-HA-His was detected using anti-HA antibodies. **c** Immunoblots showing endogenous RCB from total (T), nuclear (N), and plastidial (P) protein extracts from 4-d-old Col-0 seedlings grown in 10 μmol m^−2^ s^−1^ R light. RCB was detected using anti-RCB antibodies. In vitro translated (IVT) full-length RCB and a series of N-terminal truncation fragments were used as molecular size controls. For (**b**) and (**c**), RNA polymerase II (Pol II) and SiR were used as controls for the nuclear and plastidial fractions, respectively. **d** Immunoblots showing the levels of PIF1 and PIF3 in 4-d-old indicated lines grown in 10 μmol m^−2^ s^−1^ R light. RPN6 was used as a loading control. **e** Venn diagram showing that 871 of the 992 RCB-dependent genes overlap with the previously defined HMR-dependent genes. **f** Venn diagram showing that the majority of RCB-dependent, PIF-induced genes were downregulated in *rcb-10*. **g** Venn diagrams showing that RCB regulates similar PIF-regulated genes as HMR. **h** Microarray and qRT-PCR analyses of the mRNA levels of selected PIF-induced, RCB/HMR-induced genes in 4-d-old Col-0, *rcb-10*, and *hmr-5* seedlings grown in 10 μmol m^−2^ s^−1^ R light. The filled and open columns represent data from microarray and qRT-PCR, respectively. Transcript levels from the qRT-PCR experiments were calculated relative to those of *PP2A*. Error bars represent SD of three biological replicates. *** Indicates statistically significant differences in the transcript level from that of Col-0 (Student’s *t*-test, *p* ≤ 0.001). The source data underlying the immunoblots in (**b**–**d**) and the qRT-PCR analysis in (**h**) are provided in the Source Data file

We next tested whether RCB is required for the PHY-dependent degradation of the PIFs. We focused on two well-characterized light-labile PIFs that are involved in chloroplast biogenesis—PIF1 and PIF3^55,56^. Interestingly, similar to *hmr-5*. PIF1 and PIF3 accumulated or failed to be completely degraded in *rcb-1/PBG* and *rcb-10* in the light (Fig. 4d), indicating that RCB is required for PIF1 and PIF3 degradation in the nucleus.

We have previously shown that the degradation of PIF1 and PIF3 depends on the transcriptional activator HMR and is coupled to the activation of a subset of growth-relevant PIF target genes (Fig. 4d)^28,57^. 

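Transcripts of whole seedlings (roots, hypocotyls and cotyledons together) were measured in Col-0, the wild type, and in *rcb-10*, a mutant that lacks RCB function. Seeds of both genotypes were stratified for 4 days, and the seedlings then grew for 4 days in continuous R light at 10 μmol per square metre per second. RNA from 3 biological replicates of each genotype was hybridized to 6 ATH1 arrays, on which a probe set, a group of short oligonucleotides, measures each transcript. The methods name GeneSpring GX 12.1 and RMA for the processing. The deposited values are linear signals in arbitrary units, and every array had been scaled to the same trimmed mean (2% of probe sets left out at each end), whereas RMA values lie on a log scale. The step that gave these linear signals is not given in the sources used here. The log2 of the deposited signals was compared between genotypes with limma 3.58.1, with no further normalization. Of 22810 probe sets, 64 are array controls and 22746 were tested. A probe table assigns 1 gene to 13513 of the tested probe sets and several genes to 503, and 8730 are not listed in it. Of these 8730, 481 were named through a table of the paper. RCB itself has no named probe set and is not analysed here. The number of arrays limits the precision. Signals below 43.8, the highest signal of the trp control probe sets, for which no transcript was added, were taken as background, and they made up 19.5% to 21.7% of the probe sets on each array. Across probe sets, the correlation of log2 signals was 0.945 to 0.953 between arrays of one genotype and 0.919 to 0.928 between genotypes.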

To examine whether RCB is involved in HMR-dependent regulation of PIF target genes, we performed microarray analysis to determine genome-wide RCB-dependent genes. We identified 992 genes that were changed (per-gene variance *p* < 0.05, common variance twofold change) between 4-d-old R-light-grown *rcb-10* and Col-0 (Supplementary Data 1). 

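The largest rise in *rcb-10* was that of EARLI1, which encodes a lipid-transfer-like protein of the cell wall. Its signal was 24.9 ± 21.4 (SD, n = 3 arrays) in Col-0 and 2539 ± 680.0 (SD, n = 3) in *rcb-10*, at least 54.3-fold higher when signals under background are raised to it. BCB, which encodes a blue copper-binding protein, rose from 190.3 ± 115 to 5920.2 ± 545 (log2 change 5.12, standard error 0.41, adjusted p = 0.00433). The peroxidase gene AT4G36430 rose from 93.5 ± 13.9 to 1386 ± 111 (log2 change 3.90, standard error 0.15, adjusted p = 0.00381). ESM1, which modifies the products of glucosinolate breakdown, fell from 4129 ± 528 to 196 ± 66.2 (log2 change −4.46, standard error 0.30, adjusted p = 0.00433). ADS1, a fatty acid desaturase gene, fell from 654 ± 236 to 34.1 ± 19.8, at least 13.5-fold, as 1 of its 3 *rcb-10* arrays was above background.

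The genes at background in all arrays of one genotype can only be given a bound. AT2G39040 and AT1G25510 were lower in *rcb-10* by at least 3.14-fold and 1.85-fold, and AT2G22880, a VQ motif-containing protein gene, was higher by at least 4.27-fold. AT2G22880 missed an adjusted p of 0.05 without any 1 of the *rcb-10* arrays (adjusted p up to 0.0672), and AT1G13650 passed only without Col-0 replicate 3 (up to 0.124). The changes of AT1G13650, AT3G21340 and CYP718 (lower) and of AT4G12500 and AT1G26380 (higher) passed the test as deposited, but not once low signals were raised to background.

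Of the 22746 probe sets, 1642 passed an adjusted p under 0.05 in limma and a fold of at least 2, and 1004 of these were lower and 638 higher in *rcb-10*. A single gene is assigned to 841 of them by the probe table, 424 are named through Supplementary Data 1 alone, and 335 have no name. In all 1642, the signals of the 3 *rcb-10* arrays lay beyond those of the 3 Col-0 arrays, as in 40.6% of all probe sets tested, where chance gives 10%. The count was 1068 without Col-0 replicate 1 and 1079 without *rcb-10* replicate 3. With each array centred on its median, which moves the median log2 change of all probe sets by 0.17 (from −0.04 to 0.13), 654 were lower and 951 higher, so that the share of lower probe sets was 40.7% in place of 61.1%.

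**Figure D1:**
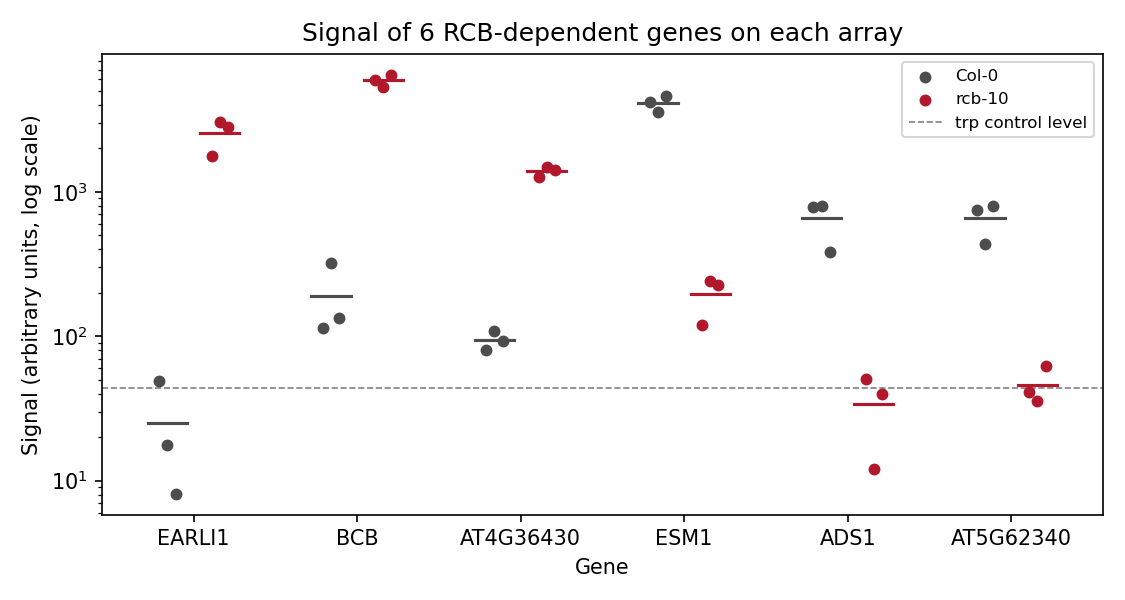
Signal on each array (vertical axis, arbitrary units, log scale) of 6 genes in Col-0 and *rcb-10*. Points are single arrays, bars are means of 3 arrays, and the dashed line is the highest trp control signal, 43.8. The *rcb-10* arrays of BCB lie between 5350.3 and 6437, and its Col-0 arrays between 114 and 323.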

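A few nuclear genes of photorespiration, chlorophyll synthesis and the plastid ribosome changed in *rcb-10*. GLYK, the glycerate kinase that completes the photorespiratory cycle, rose from 3254 ± 209 to 8364 ± 261 (SD, n = 3 arrays each; log2 change 1.36, standard error 0.11, adjusted p = 0.00435). HPR, the hydroxypyruvate reductase of the same pathway, rose by 0.56 on the log2 scale (standard error 0.10, adjusted p = 0.0210). PORB, which reduces protochlorophyllide in the light, fell by 0.74 (standard error 0.12, adjusted p = 0.0172), and HEMB1, an early enzyme of tetrapyrrole synthesis, fell by 0.48 (standard error 0.11, adjusted p = 0.0364). PSRP1, a protein of the plastid ribosome, rose from 4731 ± 65.1 to 10047 ± 336 (log2 change 1.09, adjusted p = 0.00553).

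Among genes of the Calvin cycle and photorespiration, 2 of 5 measured were higher, none was lower and 3 did not pass (3 higher when adjusted over the list alone). The list ranked above other genes with camera (adjusted p = 0.0307), but not with an estimated correlation (adjusted p = 0.435 with an estimated correlation). The call was also lost after quantile normalization (adjusted p = 0.361) and without Col-0 replicate 2, Col-0 replicate 3, *rcb-10* replicate 2 or *rcb-10* replicate 3 (0.0561 to 0.0759). Of 8 measured genes of tetrapyrrole and chlorophyll biosynthesis, 2 were lower and 6 did not pass (3 lower when adjusted over the list alone; camera, adjusted p = 0.448). Of 4 measured plastid ribosomal proteins encoded in the nucleus, 1 was higher, also when adjusted over the list alone, and 3 did not pass (camera, adjusted p = 0.568). Of 20 listed light-harvesting protein genes 3 were measured, and none of these passed in limma, none when adjusted over the list alone and none at an unadjusted p under 0.05, while 1 passed the methods' t-test after adjustment. LHCB4.2 had a log2 change of 0.20 (adjusted p = 0.303), which became −0.01 after quantile normalization, and LHCB4.3 one of 0.26 (adjusted p = 0.352). Of 31 listed photosystem and electron transport genes 6 were measured, of which none passed in limma or when adjusted over the list alone, 1 passed at an unadjusted p under 0.05 and 1 by the methods' t-test. In that list PSB27, an assembly factor of photosystem II, had a log2 change of 0.34 (adjusted p = 0.0930, but 0.0331 with median centring, 0.0158 with a variance trend and robust variances, and 0.0247 with low signals raised) and PSAN, a subunit of photosystem I, one of −0.20 (adjusted p = 0.751). Camera gave adjusted p = 0.311 for the light-harvesting and 0.568 for the photosystem list. The test fry, which asks whether a list moved in a shared direction, gave adjusted p = 0.0416 and 0.466. Its mixed form, which asks for changes in either direction, gave adjusted p = 0.206 and 0.0314.

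HPR and HEMB1 lost their calls whichever of the 6 arrays was left out, with adjusted p up to 0.0763 and 0.108, and PORB kept its call in 2 of the 6 refits, those without Col-0 replicate 1 or Col-0 replicate 3. The lists were fixed with Supplementary Data 1 already in hand, and their members without a named probe set are not analysed here. Members named through Supplementary Data 1 alone were left out of the counts, since that table lists probe sets for their change.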

Most RCB-dependent genes (871, or 88%) were also differentially expressed in *hmr-5* (Fig. 4e and Supplementary Data 2)^57^. 

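Genes that the paper also lists for *hmr-5* were among those with the largest changes in *rcb-10*. THA1, a threonine aldolase, rose from 507 ± 245 to 5393 ± 189 (SD, n = 3 arrays each), a log2 change of 3.54 (standard error 0.39, adjusted p = 0.00740). BCAT-2, a branched-chain amino acid transaminase, rose by 3.51 (standard error 0.33, adjusted p = 0.00589), and OCT2, an organic cation and carnitine transporter, by 3.60 (standard error 0.36, adjusted p = 0.00638). MLP423, a major latex protein-like gene, was at least 10.1-fold lower and LTP6, a lipid transfer protein gene, at least 5.50-fold lower, since 1 of 3 *rcb-10* arrays was above background for each.

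The calls for *hmr-5* are those of Supplementary Data 2, and its arrays are not analysed here. Of the 871 probe sets listed there for both mutants, 778 passed the thresholds of limma here, and of the 121 listed in Supplementary Data 1 for *rcb-10* but not for *hmr-5*, 96 passed. The list was drawn up by the authors from these same *rcb-10* and Col-0 arrays, so that its count is not independent evidence of a change. MLP423 missed an adjusted p of 0.05 without any 1 Col-0 array or without *rcb-10* replicate 1, and LTP6 missed it without any array other than *rcb-10* replicate 2 (adjusted p up to 0.0814 and 0.0848).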

Among 301 previously defined PIF-induced direct target genes^58^, 51 were changed in *rcb-10.* Surprisingly, most of the RCB-dependent PIF-induced genes—35 of 51—were downregulated in *rcb-10* (Fig. 4f and Supplementary Data 3 and 4), suggesting that RCB promotes the expression of these PIF target genes. 

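Most of the PIF-induced direct target genes that changed were lower in *rcb-10*. IAA29, an auxin-response repressor gene, fell from 466 ± 164 to 165 ± 34.3 (SD, n = 3 arrays each), a log2 change of −1.44 (standard error 0.34, adjusted p = 0.0402). AT3G43960, which encodes a cysteine proteinase, fell from 501 ± 16.8 to 115 ± 5.04 (log2 change −2.12, standard error 0.10, adjusted p = 0.00381). AT4G11190, a dirigent-like protein gene, fell from 251 ± 106 to 57.1 ± 15.4, at least 4.18-fold (standard error of the log2 change 0.35, adjusted p = 0.0180), and AT5G66590, a gene of the cysteine-rich secretory protein family, fell by 1.51 on the log2 scale (standard error 0.15, adjusted p = 0.00633). In the other direction, AT4G18650, a transcription factor-related gene, rose from 109 ± 8.06 to 359 ± 57.8 (log2 change 1.70, standard error 0.16, adjusted p = 0.00543), and AT3G46700, a UDP-glycosyltransferase gene, rose by 1.43 (standard error 0.24, adjusted p = 0.0178). AT1G36060, which encodes a DNA-binding protein of the integrase type, rose by 1.00 (standard error 0.14, adjusted p = 0.0133), and AT1G62480, related to vacuolar calcium-binding proteins, by 0.96 (standard error 0.18, adjusted p = 0.0227).

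Supplementary Data 3 marks 181 genes as PIF-induced, and 88 of them have a probe set assigned to them alone. At an adjusted p under 0.05 in limma and a fold of at least 1.5, 17 of these 88 were lower and 4 higher (22 lower and 6 higher when adjusted over the list alone). Of 11 further PIF-induced targets, named through Supplementary Data 1 alone and left out of this count, 4 were lower and 5 higher. Among all probe sets called at a fold of at least 2, 61.1% were lower. The lower genes made up 81.0% of the 21 PIF-induced targets called (95% Clopper-Pearson interval, 58.1% to 94.6%). The share over all probe sets lies within that interval, so that a fall particular to PIF-induced targets is not shown. That interval takes the genes as independent and leaves out the spread between arrays and the choice of scaling. With each array centred on its median, 11 were lower and 9 higher. The list as a whole ranked below other genes with camera (p = 0.0194), but not with an estimated correlation (p = 0.313 with an estimated correlation).

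Between 5 (without *rcb-10* replicate 3) and 12 (without Col-0 replicate 3) of the 88 passed when an array was left out. The lower and higher genes were 5 and 2, 6 and 4, and 8 and 4 without Col-0 replicates 1, 2 and 3, and 6 and 5, 5 and 2, and 4 and 1 without *rcb-10* replicates 1, 2 and 3, so that the excess of lower genes also depended on single arrays. IAA29 passed only without Col-0 replicate 3 (adjusted p up to 0.115). AT4G11190 lost its call without *rcb-10* replicate 1 or 3 (up to 0.0594), AT1G36060 without *rcb-10* replicate 3 (0.0522), AT3G46700 without Col-0 replicate 1 or *rcb-10* replicate 2 or 3 (up to 0.0622), and AT1G62480 in all refits but that without Col-0 replicate 2 (up to 0.0693).

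**Figure D2:**
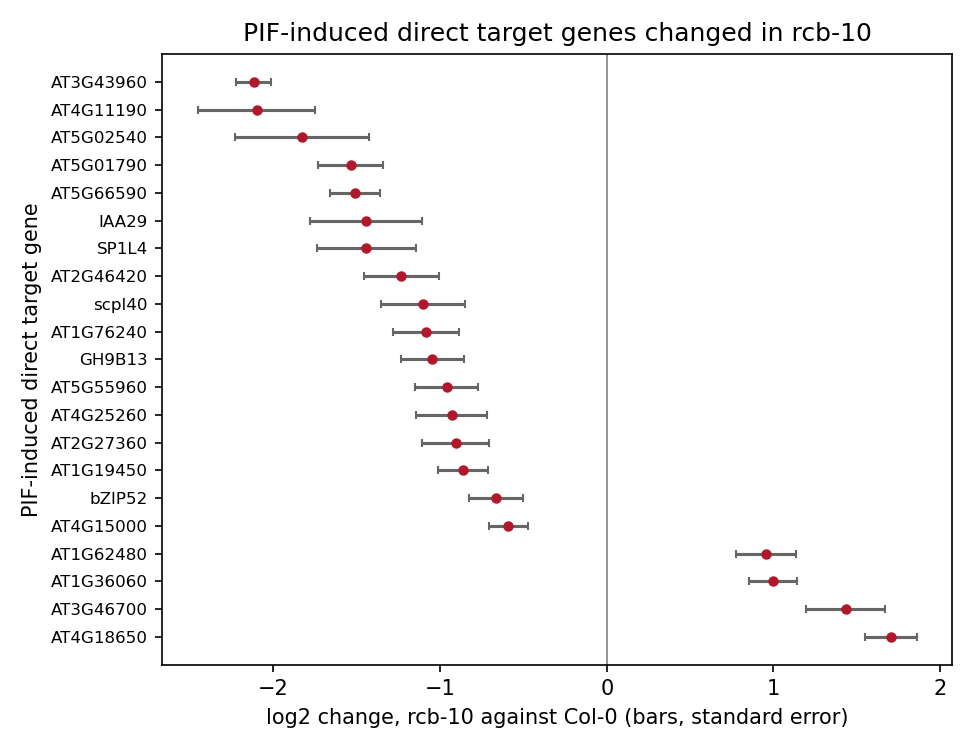
Log2 change in *rcb-10* against Col-0 (horizontal axis) of the 21 PIF-induced direct target genes that passed the test (vertical axis, 1 gene a line), with standard errors as bars (n = 3 arrays each). The 17 lower genes run from −2.12 to −0.59, and the 4 higher genes from 0.96 to 1.70.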

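PIF-repressed direct target genes moved both ways in *rcb-10*. AT1G76600, a gene of unknown function, rose from 613 ± 111 to 2005 ± 357 (SD, n = 3 arrays each), a log2 change of 1.71 (standard error 0.20, adjusted p = 0.00869). AT1G75490, a transcription factor gene, rose by 1.18 (standard error 0.15, adjusted p = 0.0102), and CYP71B23, a cytochrome P450 gene, by 1.08 (standard error 0.26, adjusted p = 0.0437). AT5G38980, of unknown function, fell from 4829 ± 361 to 1818 ± 164 (log2 change −1.41, standard error 0.13, adjusted p = 0.00543), and SIR, the sulfite reductase of sulfate assimilation, fell by 1.01 (standard error 0.14, adjusted p = 0.0125). AT2G18980, a peroxidase gene, fell by 0.80 (standard error 0.14, adjusted p = 0.0197) and AT4G27300, a lectin protein kinase gene, by 0.89 (standard error 0.21, adjusted p = 0.0420). AT3G45730, of unknown function, rose by 1.61 (standard error 0.22, adjusted p = 0.0111) and AT3G25610, a P-type ATPase gene, by 0.92 (standard error 0.22, adjusted p = 0.0437). Of 48 PIF-repressed targets measured, 4 were lower and 7 higher (5 lower and 7 higher when adjusted over the list alone).

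Of the 17 PIF-induced targets lower in *rcb-10*, Supplementary Data 4 lists 15 as lower in *hmr-5*, where independent lists of these sizes would share 4.44. All 4 PIF-induced targets higher in *rcb-10* are listed as higher in *hmr-5* (0.318 by independence). Among PIF-repressed targets, 2 of the 4 lower and 6 of the 7 higher are listed with the same direction (0.500 and 1.31 by independence). No gene is listed with the opposite direction. The *hmr-5* calls are the paper's, and its Col-0 means are identical in the tables of both mutants for 39 of 42 PIF-induced and 27 of 39 PIF-repressed genes listed for both, so that the values of the mutants share controls, and part of the excess may come from them. In 100 simulated groups without change, set against the same 3 Col-0 arrays, the overlap of the PIF-induced lower genes was 0.100 on average and at most 1, but such a group has only 0.550 calls on average, so that this overlap is bound to be small.

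The 27 shared calls in all fell to between 9 (without *rcb-10* replicate 3) and 16 (without Col-0 replicate 3) when 1 array was left out, with 12 and 14 without Col-0 replicate 1 and 2, and 15 and 11 without *rcb-10* replicate 1 and 2. The 11 calls of PIF-repressed targets fell to 7, 6 and 8 without Col-0 replicates 1, 2 and 3, and to 5, 5 and 4 without *rcb-10* replicates 1, 2 and 3. Across these refits 1 to 5 were lower and 3 to 5 higher, so that the excess of higher genes also depended on single arrays. SIR lost its call without *rcb-10* replicate 3 (adjusted p = 0.0507). AT2G18980 kept its call only without Col-0 replicate 2 or 3, AT4G27300 only without Col-0 replicate 3, AT3G25610 only without Col-0 replicate 1, and CYP71B23 in no refit (adjusted p up to 0.123 among the 4).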

Most of the RCB-induced or RCB-repressed PIF target genes were also induced or repressed by HMR, respectively (Fig. 4g). We confirmed the results via qRT-PCR using select PIF-induced, RCB/HMR-dependent (Fig. 4h). Together, these results support a model in which RCB works in concert with HMR to promote the degradation of PIF1 and PIF3 and facilitate the expression of a subset of growth-relevant PIF target genes^57^.

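Among genes of expansins and xyloglucan endotransglucosylases, which act on the cell wall, 3 were lower in *rcb-10* and 1 was higher. This count leaves out members named through Supplementary Data 1 alone, which that table lists for their change. Of these, EXPA1, EXPA5, EXPA6 and EXPA11 fell (log2 change −1.31, −2.44, −1.44 and −1.57) and XTH24 rose (1.31). EXPB1, a beta-expansin gene, fell from 498 ± 36.7 to 66.0 ± 55.1 (SD, n = 3 arrays each; adjusted p = 0.0232), and 1 of 3 *rcb-10* arrays was at background (log2 change −2.96 with low signals raised). EXPA8, an alpha-expansin gene, fell from 3476 ± 209 to 1312 ± 197 (log2 change −1.42, standard error 0.15, adjusted p = 0.00725), and XTH16, a xyloglucan endotransglucosylase gene, fell by 1.03 (standard error 0.24, adjusted p = 0.0396). EXPA4, another alpha-expansin gene, went the other way and rose from 381 ± 99.8 to 1226 ± 358 (log2 change 1.67, standard error 0.32, adjusted p = 0.0238). HAT2, a homeodomain-leucine zipper gene induced by auxin, fell by 1.17 (standard error 0.27, adjusted p = 0.0404), and FHL, which brings phytochrome A into the nucleus, had a log2 change of −0.47 (adjusted p = 0.252).

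Of the 10 measured members of this list, the other 6 did not pass (4 lower and 1 higher when adjusted over the list alone). The ranking of the list against other genes did not pass with camera (adjusted p = 0.0979), except with each array centred on its median (adjusted p = 0.0466). Of 2 measured genes of phytochromes and light signaling, 1 was lower, also when adjusted over the list alone (camera, adjusted p = 0.247), as was the only measured Aux/IAA repressor gene, IAA29. The seedlings were harvested with roots, and 2 of 3 measured markers of root cells were lower as well (2 when adjusted over the list alone; camera, adjusted p = 0.0624, and 0.0171 under quantile normalization). EXPA18 and EXPA7, expansins of root hairs, fell by 1.50 (standard error 0.12, adjusted p = 0.00433) and by 1.06 (standard error 0.23, adjusted p = 0.0328).

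When 1 array was left out, EXPA8 and EXPA18 passed in all 6 refits, EXPB1 in 2 (without *rcb-10* replicate 1 or 2), EXPA4 in 1 (without *rcb-10* replicate 1), HAT2 in 1 (without Col-0 replicate 3), EXPA7 in 1 (without Col-0 replicate 2) and XTH16 in none. The paper draws on the share of RCB-dependent genes that also change in *hmr-5*, and on the lower expression of PIF-induced targets in *rcb-10*. It adds qRT-PCR of selected targets, and blots on which PIF1 and PIF3 accumulated or were not fully degraded in both mutants. From these it proposes a model in which RCB works with HMR to promote degradation of these PIFs and expression of some growth-relevant PIF targets. Separately, the *rcb-10/hmr-5* double mutant was no taller than either single mutant. The paper takes this as a sign that RCB and HMR share a phytochrome pathway.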

### PIFs repress PEP assembly in the dark

PIFs inhibit chloroplast biogenesis in the dark by repressing nuclear-encoded photosynthesis genes^25,27^. However, it remains unclear whether PIFs also control the expression of *PhAPG*s. To test this possibility, we asked whether *PhAPG* expression is affected in the darkness in *pifq*, a quadruple *pif1/pif3/pif4/pif5* mutant[27]. Because etioplast differentiation is dependent on seedling development^7^, we performed the experiments using Col-0 and *pifq* seedlings at different stages or days after seed germination. Strikingly, PEP-dependent *PhAPG*s, but not NEP-dependent genes, were upregulated by 2–11-fold in 3-d- and 4-d-old dark-grown *pifq* seedlings compared with those in Col-0 (Fig. 5a). *PhAPG*s were not upregulated in 2-d-old dark-grown *pifq* seedlings, suggesting that a PIF-independent developmental signal regulates *PhAPG*s in early seedling development. In agreement with *PhAPG* expression, 3-d- and 4-d-old, but not 2-d-old, dark-grown *pifq* seedlings could assemble the 1000-kDa PEP complex (Fig. 5b). Together, these results demonstrate that PIFs from the nucleus repress PEP assembly and *PhAPG* expression in the dark.

**Fig. 5:**
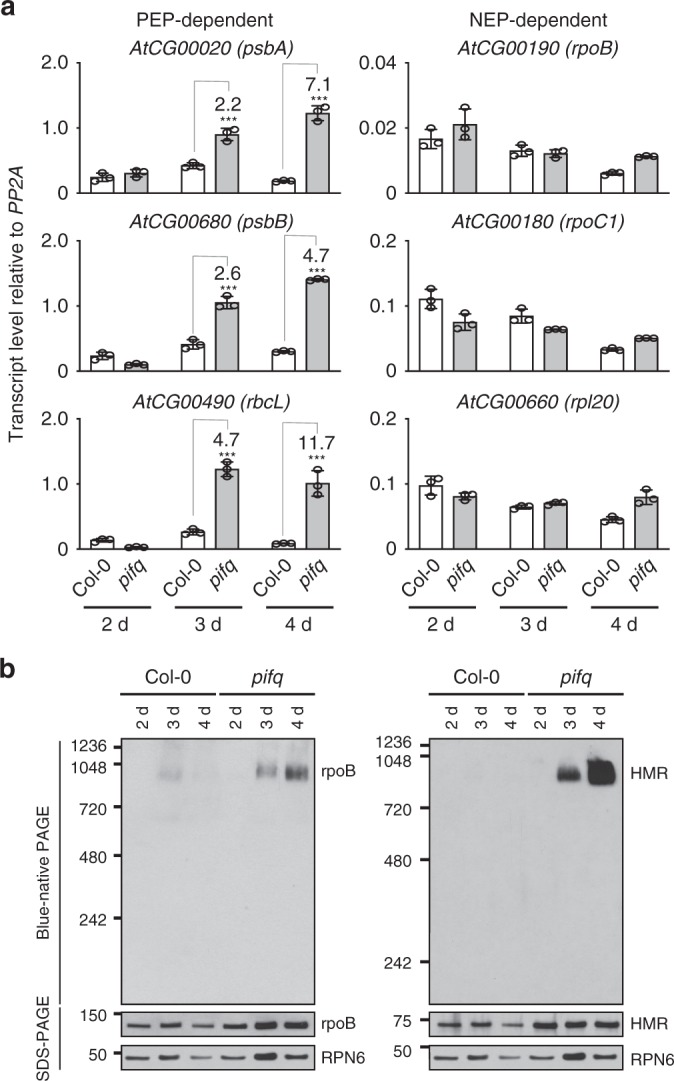
PIFs repress the assembly and activity of the PEP in the dark. **a** qRT-PCR results showing the transcript levels of representative PEP- and NEP-dependent genes in 2–4-day-old dark-grown Col-0 and *pifq* seedlings. The transcript levels were calculated relative to those of *PP2A*. Fold changes are shown only for the *pifq* samples exhibiting greater than twofold changes compared with the values of the corresponding Col-0 samples (***p ≤ 0.001). Error bars represent SD of three biological replicates. **b** Immunoblots showing the level of the PEP complex (blue-native PAGE) as well as the total amount of rpoB and HMR proteins (SDS-PAGE) in 2–4-day-old dark-grown Col-0 and *pifq* seedlings using antibodies against rpoB or HMR. RPN6 was used as a loading control. The source data underlying the qRT-PCR analysis in (**a**) and the immunoblots in (**b**) are provided in the Source Data file

### RCB activates *PhAPG* expression primarily from the nucleus

The dual localization of RCB raised the question of whether RCB regulates *PhAPG* expression directly in the plastids, from the nucleus, or in both. To address this question, we examined whether *rcb*’s defect in *PhAPG* expression was caused by the failure of PIF degradation in the nucleus. Surprisingly, knocking out *PIF1*, *PIF3*, *PIF4*, and *PIF5* in *rcb-10* rescued its long-hypocotyl and albino phenotypes (Fig. 6a, b). Moreover, the *rcb-10*/*pifq* mutant also rescued *rcb-10’*s defects in PEP assembly and *PhAPG* activation (Fig. 6c, d). These results demonstrate that RCB controls *PhAPG* expression primarily from the nucleus by facilitating PHY-mediated PIF degradation.

**Fig. 6:**
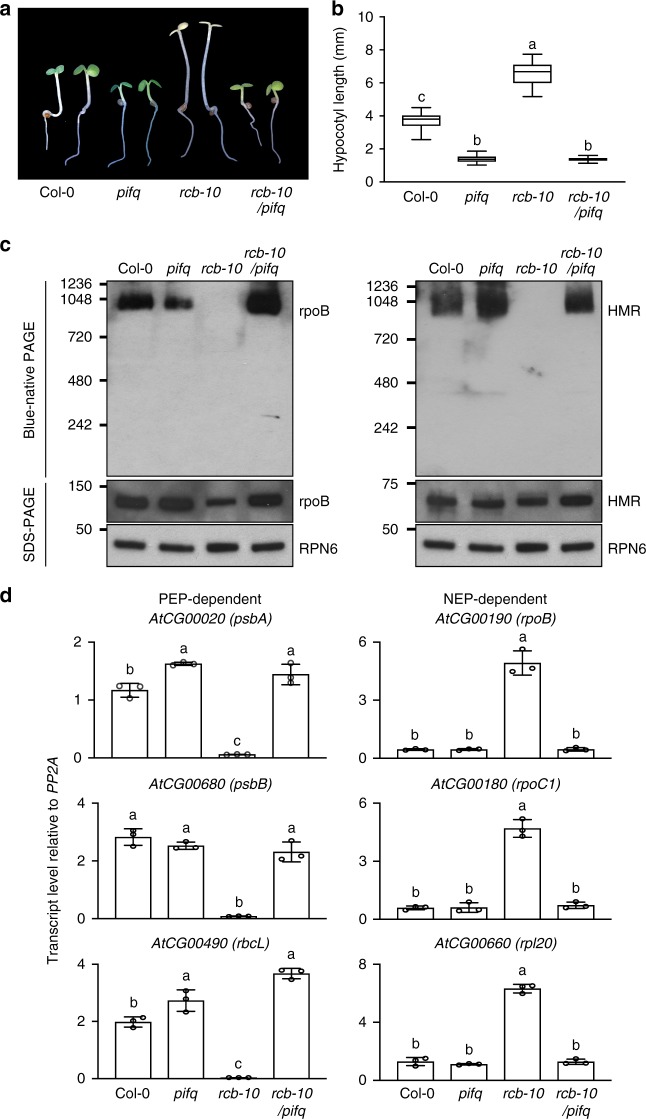
Removal of four *PIF*s in *rcb-10* rescued its tall and albino phenotypes. **a** Representative images of 4-d-old Col-0, *pifq*, *rcb-10*, and *rcb-10/pifq* seedlings grown in 10 μmol m^−2^ s^−1^ R light. **b** Box-and-whisker plots of hypocotyl length measurements for the seedlings shown in (**a**). The boxes represent from the 25th to the 75th percentiles, and the bars equal the median values. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey’s HSD, *p* ≤ 0.001). **c** Immunoblots showing the level of the PEP complex (blue-native PAGE), as well as the total amount of rpoB and HMR (SDS-PAGE) in 4-d-old Col-0, *pifq*, *rcb-10*, and *rcb-10/pifq* seedlings grown in 10 μmol m^−2^ s^−1^ R light. RPN6 was used as a loading control. **d**, qRT-PCR analyses of the transcript levels of representative PEP- and NEP-dependent genes in 4-d-old Col-0, *pifq*, *rcb-10*, and *rcb-10/pifq* seedlings grown in 10 μmol m^−2^ s^−1^ R light. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey’s HSD, *p* ≤ 0.001). Error bars represent SD of three biological replicates. The source data underlying the hypocotyl measurements in (**b**), the immunoblots in (**c**), and the qRT-PCR analysis in (**d**) are provided in the Source Data file

### RCB interacts with PHYB and promotes photobody biogenesis

We next tested whether RCB interacts with PHYs. Supporting this hypothesis, PHYA and PHYB co-immunoprecipitated with RCB-HA-His (Fig. 7a). We used an in vitro GST pull-down assay to examine whether RCB interacts with PHYs directly. GST-RCB pulled down the PHYA-HA and PHYB-HA apoproteins, which lack a bilin chromophore (Fig. 7b). In addition, RCB could bind similarly to the Pfr and Pr forms of PHYA and PHYB (Fig. 7b). These results indicate that RCB interacts directly with PHYA and PHYB in a light-independent manner.

**Fig. 7:**
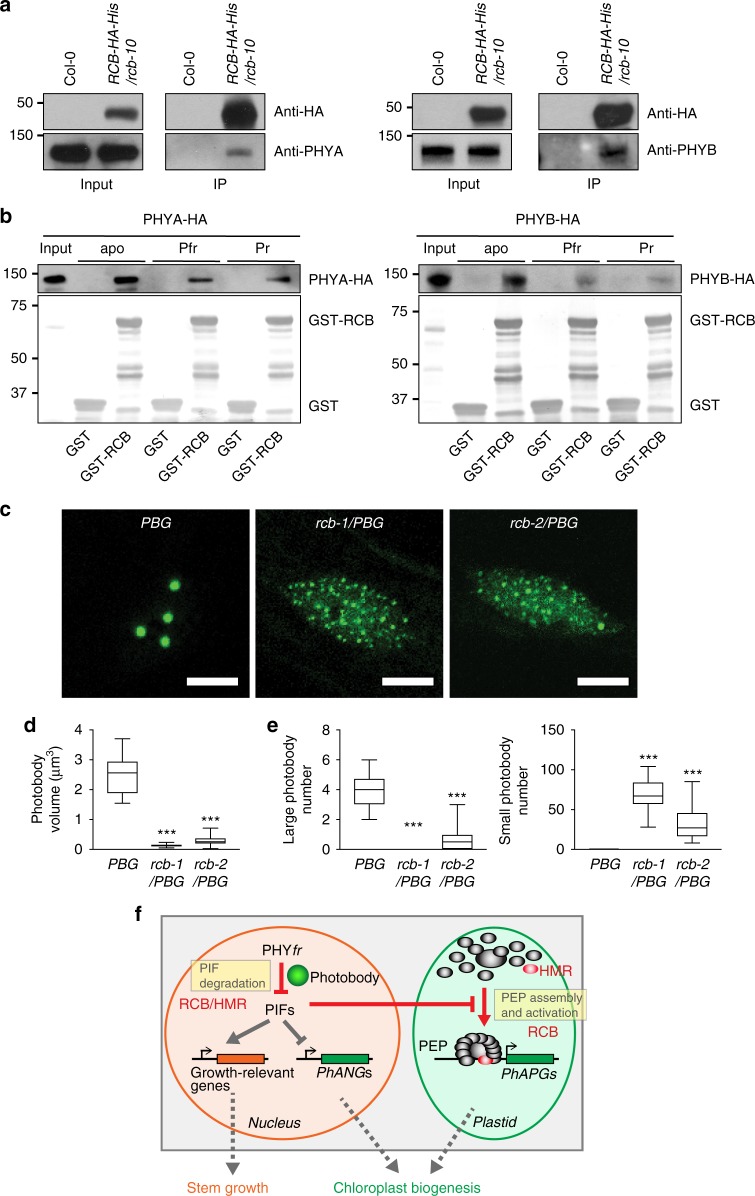
RCB interacts directly with PHYs to promote photobody biogenesis. **a** RCB interacts with PHYA and PHYB in vivo. RCB-HA-His was immunoprecipitated using an anti-HA affinity matrix from 4-d-old *RCB-HA-His/rcb-10* seedlings grown in either 0.5 μmol m^−2^ s^−1^ FR light for the PHYA pull-down experiments or 10 μmol m^−2^ s^−1^ R light for the PHYB pull-down experiments. Samples from Col-0 seedlings grown under the same conditions were used as negative controls. Input and immunoprecipitated fractions of RCB-HA-His and PHYA (left panels) or PHYB (right panels) are shown. **b** RCB interacts directly with PHYA and PHYB. GST pull-down assays using *E. coli*-expressed GST-RCB or GST to pull-down in vitro translated HA-tagged PHYA (left panel) and PHYB (right panel). The pull-down assays were carried out with PHY apoproteins (apo) or holoproteins in either the Pr or Pfr form. The upper panels show immunoblots of input and bound PHY fractions using anti-PHYA or anti-PHYB antibodies. Immobilized GST and GST-RCB are shown in the Coomassie blue-stained SDS-PAGE gel in the bottom panels. **c** Representative confocal images of PHYB-GFP localization in 4-d-old *PBG*, *rcb-1/PBG*, and *rcb-2/PBG* seedlings grown in 10 μmol m^−2^ s^−1^ R light. The bars represent 5 μm. **d** Box-and-whisker plots showing the volumes of photobodies in *PBG*, *rcb-1/PBG*, and *rcb-2/PBG* seedlings grown in 10 μmol m^−2^ s^−1^ R light. **e** Box-and-whisker plots showing the numbers of large (≥1.5 μm^3^) and small (<1.5 μm^3^) photobodies in *PBG*, *rcb-1/PBG*, and *rcb-2/PBG* seedlings grown in 10 μmol m^−2^ s^−1^ R light. For (**d**) and (**e**), the boxes represent from the 25th to the 75th percentiles, and the bars equal the median values. *** Indicates statistically significant differences from that of *PBG* (Student *t*-test, *p* ≤ 0.001). **f** Model of nucleus-to-plastid anterograde signaling for initiating chloroplast biogenesis. The source data underlying the immunoblots in (**a**) and (**b**) and the photobody analysis in (**d**) and (**e**) are provided in the Source Data file

One of the earliest light responses at the cellular level is the localization of PHYB to photobodies^17^. Because the localization of PHYB to large photobodies is tightly associated with PIF3 degradation^22,28,29^, we asked whether RCB is required for photobody biogenesis. In *PBG* seedlings grown under 10 μmol m^−2^ s^−1^ R light, PHYB-GFP localized to a few large photobodies with a median volume of 2.56 μm^3^ (Fig. 7c, d)^20^. In contrast, PHYB-GFP was found only in small photobodies with median volumes of 0.13 and 0.26 μm^3^ in *rcb-1*/*PBG* and *rcb-2*/*PBG*, respectively (Fig. 7d). The average number of large photobodies with a volume >1.5 μm^3^ decreased from 3.75 per nucleus in *PBG* to 0.15 and 0.7 per nucleus in *rcb-1/PBG* and *rcb-2/PBG*, respectively (Fig. 7e). While *PBG* nuclei had no photobodies smaller than 1.5 μm^3^, there were an average of 69 and 33 small photobodies per nucleus in *rcb-1/PBG* and *rcb-2/PBG*, respectively (Fig. 7e). These results indicate that RCB functions to facilitate the localization of PHYB to large photobodies.

## Discussion

It has been postulated for decades that plastidial gene expression is determined by the developmental program of the host cell and therefore is ultimately controlled by the host cell’s nucleus^5^. However, how the nucleus communicates with the plastids to coordinate plastidial gene expression with the cellular developmental program has been a long-standing question^5^. We have elucidated the framework of a nucleus-to-plastid or anterograde light signaling pathway that is initiated by PHYs in the nucleus to activate *PhAPG*s in the plastids for chloroplast biogenesis (Fig. 7f). Our results demonstrate that RCB-dependent photobody biogenesis and degradation of nuclear repressors of chloroplast biogenesis, PIF1 and PIF3, trigger anterograde signaling to the plastids for the assembly and activation of the PEP for *PhAPG* expression (Fig. 7f). Because PIFs are master repressors of photosynthesis-associated nuclear-encoded genes (*PhANG*s)^25,27^, this signaling design enables the concerted activation of nuclear- and plastidial-encoded photosynthesis-associated genes during chloroplast biogenesis by one master switch—PHY-mediated PIF degradation in the nucleus (Fig. 7f).

Previous genetic screens failed to identify this anterograde signaling pathway because of both gene redundancy, as in the case of PIFs, as well as the lack of an effective strategy for identifying relevant mutants, as in the case of RCB (Fig. 7f). The forward genetic screening strategy for tall-and-albino mutants turned out to be successful in identifying missing PHY signaling components required for regulating plastidial transcription. The *hmr* mutant is the founding member of this mutant family^28^. HMR participates in nuclear PIF1 and PIF3 degradation and is a component of the PEP complex^28,37,57^. Thus, HMR also participates in both the nuclear and plastidial signaling events of the anterograde signaling (Fig. 1f)^57^. Consistent with HMR’s dual functions in the nucleus-to-plastid signaling, the *hmr-5/pifq* mutant rescued only *hmr-5*’s long-hypocotyl phenotype but not its albino phenotype^57^. In contrast, *rcb-10/pifq* rescued both *rcb-10*’s long-hypocotyl and albino phenotypes (Fig 6), demonstrating that RCB acts primarily in the nuclear signaling event that mediates PIF1 and PIF3 degradation. The *rcb* mutant represents a unique subgroup of albino mutants whose albinism is not caused by defects in the chloroplast per se but rather due to the failure of degrading the nuclear repressors of chloroplast biogenesis (the PIFs) in the light.

The new model also predicts that PIF degradation either generates an agonistic signal promoting PEP assembly or eliminates an antagonistic signal repressing PEP assembly (Fig. 7f). One possibility is that the expression of one or some of the nuclear-encoded components of the PEP is regulated by PIFs. However, we did not observe significant changes in the expression of PEP-associated proteins and sigma factors between *rcb-10* and Col-0 and between *rcb-10* and *rcb-10/pifq* (Supplementary Fig. 4), suggesting that these factors might not be the signal. Of course, we still cannot rule out the possibility that these proteins are regulated by light at posttranscriptional levels. We expect that further biochemical characterization of HMR and RCB along with the study of other tall-and-albino mutants will help to identify the nucleus-to-plastid signal.

Our results demonstrate that in addition to their well-recognized roles as repressors of *PhANG*s, PIFs are master nuclear regulators that repress *PhAPG*s in the dark (Fig. 5). PIFs play overlapping roles in repressing photomorphogenesis in the dark by activating growth-relevant genes to promote hypocotyl elongation and by repressing nuclear-encoded photosynthesis genes to inhibit chloroplast biogenesis (Fig. 7f)^24,25,27^. In particular, PIF1, PIF3, and PIF5 negatively regulate chlorophyll biosynthesis and photosynthesis genes^25,55,56^. Here we show that the *rcb* mutants, which accumulated PIF1 and PIF3 in the light (Fig. 4d), failed to stimulate PEP assembly and *PhAPG* expression in the light (Fig. 2g, f). Both PEP assembly and *PhAPG* expression were de-repressed in the *pifq* mutant in the dark (Fig. 5) as well as in *rcb-10/pifq* in the light (Fig. 6c, d), indicating that PIFs are also nuclear repressors of *PhAPG* expression. It is worth noting that it remains unclear whether all PIFs are required for repressing *PhAPG* expression, which requires further genetic analysis of the combinations of triple *pif* mutants in the future. Nonetheless, our results demonstrate that PHY- and RCB-mediated PIF degradation is a central nuclear event that triggers *PhAPG* expression in plastids.

The mechanisms of PIF degradation have been extensively studied, particularly for PIF3, the founding member of the PIF family^23^. PIF3 interacts preferentially with the active Pfr forms of PHYA and PHYB^59^. Although PIF3 interacts with both the N- and C-terminal modules of PHYB^60^, the interaction with the C-terminal output module of PHYB is required for its degradation^29^. PHYB promotes PIF3 phosphorylation by PPK1-4 (photoregulatory protein kinase 1-4) and subsequent PIF3 degradation in the light by the ubiquitin–proteasome pathway^23,61^. At the cellular level, PIF3 degradation is closely associated with its localization to photobodies^22,23^. HMR, an acidic-type transcriptional activator required for photobody biogenesis, can interact directly with all PIFs and is required for PIF3 degradation as well as the activation of distinct set of growth-relevant genes^28,57,62^. We have proposed that PIF3 degradation is coupled to the transcriptional activation of the growth-relevant genes through HMR’s transactivation domain^57^. The results from this study agree with this hypothesis. Similar to HMR, RCB is required for PIF1 and PIF3 degradation in the light (Fig. 4d). Global gene expression analyses indicate that RCB and HMR work in concert to regulate a similar set of genes (Fig. 4e–h). 

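ICL, the isocitrate lyase of the glyoxylate cycle, which the paper lists for both mutants, rose in *rcb-10* from 583 ± 225 to 4155 ± 185 (SD, n = 3 arrays each), a log2 change of 2.91 (standard error 0.32, adjusted p = 0.00742). AT4G12490, a gene of the lipid transfer protein family, rose from 57.2 ± 9.98 to 1079 ± 476 (log2 change 4.13, standard error 0.40, adjusted p = 0.00604). AT5G62340, which encodes a pectin methylesterase inhibitor family protein, fell from 660.0 ± 199 to 46.2 ± 13.8, at least 13.0-fold, with 1 of 3 *rcb-10* arrays above background. Probe sets listed as lower in both mutants had a median log2 change of −1.38 here, and those listed as lower in *rcb-10* alone one of −1.12. Those listed as higher had medians of 1.43 for both mutants and 1.14 for *rcb-10* alone. Whether these medians differ was not tested. In limma, 407 of the 462 probe sets listed as lower and 371 of the 409 listed as higher in both mutants passed the thresholds, against 61 of 82 and 35 of 39 listed for *rcb-10* alone. The lists come from the paper's own analysis of the same *rcb-10* arrays and are not independent of these values.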

RCB regulates the majority of HMR-dependent PIF target genes in the same manner as HMR; specifically, RCB is required for the expression of HMR-dependent growth-relevant PIF target genes (Fig. 4g, h)^57^. Moreover, RCB interacts directly with PHYA and PHYB and is required for the localization of PHYB to large photobodies (Fig. 7a, b). These results provide evidence supporting the model that RCB works with HMR to regulate PIF degradation and transcriptional activity by facilitating photobody biogenesis (Fig. 7f).

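AT5G02540, a PIF-induced gene for a short-chain dehydrogenase listed for *hmr-5*, fell in *rcb-10* from 778 ± 358 to 201 ± 20.6 (SD, n = 3 arrays each), a log2 change of −1.83 (standard error 0.40, adjusted p = 0.0351). AT5G01790, a PIF-induced gene of unknown function also listed for *hmr-5*, fell from 302 ± 14.7 to 106 ± 26.2 (log2 change −1.54, standard error 0.19, adjusted p = 0.0100). Of 45 PIF direct target genes measured here that Supplementary Data 4 lists for *hmr-5*, 27 passed the test of limma in *rcb-10* in the direction listed (60.0%, 95% Clopper-Pearson interval 44.3% to 74.3%). That interval takes the genes as independent and leaves out the spread between arrays. All 45 had a log2 change of the listed sign (24.4 by independence), with a median size of 0.92. Shared Col-0 arrays alone can raise such a share. In 100 simulated pairs of groups without change, set against the same 3 Col-0 arrays, 88.7% of the 133 genes called in one group had the same sign in the other. These simulated calls are errors that the shared Col-0 arrays help to make, so that 88.7% is not a baseline for the 45 genes. How far shared arrays account for the equal signs cannot be told from it. By class, the 27 that passed were 15 of 23 PIF-induced genes listed as lower, 4 of 7 listed as higher, 2 of 6 PIF-repressed genes listed as lower and 6 of 9 listed as higher. AT5G02540 kept its call in 1 of the 6 refits without 1 array, that without Col-0 replicate 3, and its adjusted p reached 0.102 in the others. The *hmr-5* calls are the paper's, and both mutants were compared with Col-0 arrays that the tables show to be shared in large part.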

We provide evidence that a critical mechanism by which light activates the PEP is by promoting its assembly into a 1000-kDa protein complex (Fig. 1). Extensive proteomic studies of the PEP complex in *Arabidopsis* and mustard have identified twelve essential PEP-associated proteins^1,37,38^. Maize PEP also forms a 1000-kDa complex^40,63^. Our results show that in *Arabidopsis*, the assembly of the 1000-kDa PEP complex is light-dependent (Fig. 1g, h). The PEP in mustard (*Sinapis alba* L.) seedlings has also been shown to form distinct light-dependent complexes: a larger 700-kDa complex enriched in chloroplasts in the light and a 420-kDa complex, likely made of the bacterial-like core subunits without (most of) the plant accessory proteins, enriched in non-photosynthetic etioplasts in the dark^64^. Both complexes are transcriptionally active^64,65^. However, we did not observe a smaller PEP complex in *Arabidopsis*. It is well known that the core subunits of the bacterial RNA polymerase is self-sufficient to form a functional complex^41^. Our results suggest that the *Arabidopsis* PEP complex requires additional plant-specific associated protein factors for its assembly. The formation of the 1000-kDa PEP complex in *Arabidopsis* is promoted by PHYs and RCB and repressed by PIFs (Figs 1g, 1h, 2g, 5b, 6c) and correlates with *PhAPG* expression (Figs 1e, 1f, 2f, 5a, 6d). These results indicate that PEP assembly is a critical switching mechanism that activates *PhAPG* expression (Fig. 7f).

Our results demonstrate that RCB is a dual-targeted nuclear/plastidal protein. RCB was thought to localize exclusively to plastids^49–52^. In contrast, our results show that RCB is also targeted to the nucleus (Fig. 4a–c). Although we provide genetic evidence demonstrating that RCB triggers *PhAPG* expression mainly from the nucleus by facilitating PIF degradation (Fig. 7f), we do not exclude a direct function for RCB in plastids, where RCB is associated with the PEP complex in the nucleoid^51^ and is required for the maintenance of the photosynthetic apparatus^66^. It is possible that the plastidial function of RCB is not essential for the activity of the PEP or that knocking out the *PIF*s in *rcb-10* can bypass these plastidial functions of RCB to trigger chloroplast biogenesis. Further investigations are needed to define precisely the function of RCB in plastids and to interrogate the role of dual localization of RCB in nucleus-and-plastid communication^2,67^.

## Methods

### Plant materials and growth conditions

The *Arabidopsis* mutants *phyB-9*^14^, *phyA-211*^68^, *phyA-211/phyB-9*^68^, *phyABCDE*^11^, *YHB*^36^, and *pifq*^24^ in the Columbia (Col-0) background were used for the characterization of plastidial gene expression and the assembly of the PEP complex. The *PBG* and *YHB* lines in the Landsberg *erecta* (L*er*) background have been previously reported^17,36^. Additional *Arabidopsis* transgenic lines and other mutants generated in this study are described below. Seeds were surface-sterilized and plated on half-strength Murashige and Skoog (MS) media with Gamborg’s vitamins (MSP0506, Caisson Laboratories, North Logan, UT), 0.5 mM MES pH 5.7, and 0.8% agar (w/v) (A038, Caisson Laboratories, North Logan, UT)^62^. Seeds were stratified in the dark at 4 °C for 4 days before being placed in an LED chamber (Percival Scientific, Perry, IA) in the indicated light conditions. The fluence rate of light was determined using an Apogee PS200 spectroradiometer (Apogee Instruments Inc., Logan, UT) and SpectraWiz Software (StellarNet, Tampa, FL). Representative seedlings in the indicated light conditions were imaged using a Leica MZ FLIII stereo microscope (Leica Microsystems Inc., Buffalo Grove, IL) and the images were processed using Adobe Photoshop CC (Adobe Systems, Mountain View, CA).

### Chlorophyll measurement

Total chlorophyll from 100 mg of seedlings of the indicated genotypes and growth conditions was extracted in 3 ml of 100% dimethyl sulphoxide (DMSO) with incubation at 65 °C for 30 min. Then, the absorbance at 648.2 and 664.9 nm was measured by spectrophotometry. The concentrations of total chlorophyll were calculated using equation (*C*_*a+b*_ = 7.49*A*^664.9^ + 20.34*A*^648.2^) derived from the specific absorption coefficients for chlorophylls *a* and *b* in 100% DMSO^69^.

### RNA extraction and quantitative real-time PCR

Total RNA from seedlings of the indicated genotypes and growth conditions was isolated using a Spectrum Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO) or Quick-RNA MiniPrep Kit with on-column DNase I treatment (Zymo Research, Irvine, CA). cDNA was synthesized from total RNA using a Superscript II First-Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer's protocol. Oligo(dT) primers were used for the analysis of nuclear gene expression, and a mixture of plastidial-gene-specific primers was used for the analysis of plastidial genes. qRT-PCR was performed with FastStart Universal SYBR Green Master Mix on a LightCycler 96 System (Roche, Basel, Switzerland). The mRNA level of gene-of-interest was normalized to that of *PP2A*. Primers for qRT-PCR and cDNA synthesis are listed in Supplementary Tables 1 and 2.

### Blue-native gel electrophoresis analysis of PEP assembly

PEP assembly was analyzed by blue-native polyacrylamide gel electrophoresis (blue-native PAGE) using a NativePAGE Sample Prep Kit and a NativePAGE Novex Bis-Tris Gel system (Thermo Fisher Scientific, Waltham, MA) with immunoblot^63,70^. Seedlings grown under the indicated conditions were ground in liquid nitrogen and resuspended in three volumes of BN lysis buffer (100 mM Tris-Cl, pH 7.2; 10 mM MgCl_2_; 25% glycerol; 1% Triton X-100; 10 mM NaF; 5 mM β-mercaptoethanol; 1 × EDTA-free protease inhibitor cocktail). Protein extracts were divided into two tubes, one for blue-native PAGE and the other for SDS-PAGE. For blue-native PAGE, protein extracts were mixed with BN sample buffer (1 × NativePAGE sample buffer, 50 mM 6-aminocaproic acid, 1% *n*-dodecyl β-D-maltoside, and Benzonase nuclease) and incubated for 60 min at room temperature to degrade DNA/RNA and solubilize the PEP complex. Samples were mixed with 0.25% NativePAGE Coomassie blue G-250 sample additive and centrifuged at 17,500 × *g* for 10 min at 4 °C. Proteins from the supernatant were separated on a 4–16% NativePAGE Bis-Tris protein gel using a NativePAGE Running Buffer Kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocol and with the following modifications. NativeMark Unstained Protein Standard (Thermo Fisher Scientific, Waltham, MA) was used to determine protein size in blue-native PAGE. Briefly, electrophoresis was performed at a constant 30~40 V for 3 h at 4 °C until the blue dye migrated through one-third (1/3) of the gel. The Dark Blue Cathode Buffer was replaced with Light Blue Cathode Buffer, and electrophoresis was continued at a constant 20~25 V overnight at 4 °C. After electrophoresis was complete, the separated proteins were transferred onto a polyvinylidene difluoride (PVDF) membrane using 1 × NuPAGE Transfer Buffer (Thermo Fisher Scientific, Waltham, MA) at a constant 70 V for 7 h at 4 °C. After transfer, the membrane was fixed with fixation buffer (25% methanol, 10% acetic acid) for 15 min and washed with water. The membrane was incubated with methanol for 3 min to destain the dye and washed with water, and then immunoblotting continued. The membrane was blocked with 2% non-fat milk in 1 × TBS (20 mM Tris-Cl pH 7.6, 150 mM NaCl), probed with the indicated monoclonal mouse anti-rpoB antibodies (PHY1700, PhytoAB Inc., Redwood City, CA) or polyclonal rabbit anti-HMR antibodies^28^, washed with 1 × TBS containing 0.05% Tween-20, and then incubated with secondary antibodies conjugated with horseradish peroxidase.

### Protein extraction and immunoblot analysis

Total protein was extracted from *Arabidopsis* seedlings grown under the indicated conditions. Plant tissues were ground in liquid nitrogen and resuspended in extraction buffer (100 mM Tris-HCl pH 7.5, 100 mM NaCl, 1% SDS, 5 mM EDTA pH 8.0, 20 mM DTT, 40 μM MG132, 40 μM MG115, and 1 × EDTA-free protease inhibitor cocktail)^62^. For PIF1 and PIF3 protein analyses, plant tissues were directly ground in extraction buffer containing 100 mM Tris-HCl pH 7.5, 100 mM NaCl, 5% SDS, 5 mM EDTA pH 8.0, 20% glycerol, 20 mM DTT, 40 mM β-mercaptoethanol, 2 mM PMSF, 1 mM bromophenol blue, 1% phosphatase inhibitor cocktail 3, 80 μM MG132, 80 μM MG115, and 1 × EDTA-free protease inhibitor cocktail in a 1:3 (mg/μl) ratio at room temperature, boiled for 10 min and then centrifuged at 20,000 × *g* for 10 min at room temperature. Protein extracts were separated via SDS-PAGE, transferred to PVDF membranes, probed with the indicated primary antibodies, and then incubated with HRP-conjugated secondary antibodies. Rabbit polyclonal anti-PIF1^28^, rabbit polyclonal anti-PIF3^28^, mouse monoclonal anti-PHYA and anti-PHYB (gift from Dr. Akira Nagatani), mouse monoclonal anti-HA (H3663, Sigma-Aldrich, St. Louis, MO), goat polyclonal anti-HA (A00168, Genscript, Piscataway, NJ), and anti-RPN6 (BML-PW8370-0100, Enzo Life Sciences, Farmingdale, NY) antibodies were used at a 1:1000 dilution. Anti-mouse (1706516, Bio-Rad, Hercules, CA), anti-rabbit (1706515, Bio-Rad, Hercules, CA), and anti-goat (sc-2020, Santa Cruz Biotechnology, Santa Cruz, CA) secondary antibodies were used at a 1:5000 dilution. Signals were detected via SuperSignal West Dura Extended Duration Chemiluminescent Substrate (Thermo Fisher Scientific, Waltham, MA).

### Mutant generation

*PBG* seeds (0.2 g) were hydrated in 45 ml of ddH_2_O with 0.005% Tween-20 and left on a tube rotator for 4 h. The seeds were washed with ddH_2_O twice and then soaked in 1 mM N-ethyl-N-nitrosourea or 0.2% ethyl methanesulfonate (Sigma-Aldrich, St. Louis, MO) solutions for 15 h with rotation. Then, the seeds were washed with ddH_2_O eight times, stratified in the dark at 4 °C for 4 days, and then sown onto large plates. The seedlings (M1 generation) were transferred to soil, and the progeny (M_2_ generation) were collected from individual plants.

### Genetic mapping by SHOREmap

*rcb-1/PBG* and *rcb-2/PBG* mutants in the Landsberg background were crossed to the Col-0 reference accession of *A. thaliana*. Genomic DNA from pools of 800 F_2_ seedlings with a tall-and-albino phenotype was extracted as follows^71^. Seedlings were ground in liquid nitrogen and resuspended in nuclei extraction buffer (10 mM Tris-HCl pH 9.5, 10 mM EDTA pH 8.0, 100 mM KCl, 500 mM sucrose, 4 mM spermidine, 1 mM spermine, 0.1% β-mercaptoethanol). After the homogenized tissues were filtered through Miracloth (Calbiochem), 2 ml of lysis buffer (10% Triton X-100 in nuclei extraction buffer) was added and kept on ice for 2 min. The homogenate was centrifuged at 2000 × *g* for 10 min at 4 °C. The nuclei pellet was resuspended in 500 μl of CTAB extraction buffer (100 mM Tris-HCl pH 7.5, 0.7 M NaCl, 10 mM EDTA pH 8.0, 1% CTAB, 1% β-mercaptoethanol) and incubated for 30 min at 60 °C. Genomic DNA was extracted with chloroform/isopentanol (24:1) and precipitated with isopropanol with centrifugation at 20,000 × *g* for 10 min at 4 °C. DNA pellet was washed with 75% ethanol and resuspended in water. Illumina paired-end libraries with 300-bp insert sizes were constructed for both the *rcb-1/PBG* and *rcb-2*/*PBG* pools following the manufacturer's instructions. Eighty-base-pair paired-end reads were generated on an Illumina Genome Analyzer II (Illumina, San Diego, CA), targeting ~25 × genome coverage. SNPs, indels up to 3 bp, and large deletions were called with SHORE^72^. Genomic regions enriched for mutant parental markers were identified with SHOREmap^73,74^. Variants in the final mapping interval that were absent from the Landsberg background and that were predicted to have a large impact on ORF integrity were prioritized as candidate mutations. The *rcb-1* allele was genotyped with a dCAPS (derived cleaved amplified polymorphic sequences) marker using the PCR primers rcb1-F (gtatttcgatacacatccaaccaaaa) and rcb-R (gttctactatgcacaccaag); XcmI digestion of the PCR product yielded one 231-bp fragment for Col-0 and two fragments of 203-bp and 28-bp for *rcb-1*. The *rcb-2* allele was genotyped with a dCAPS marker using the PCR primers rcb2-F (ggagatgatgggagtgagattgctt) and rcb-R; DdeI digestion of the PCR product yielded one 197-bp fragment for Col-0 and two fragments of 174-bp and 23-bp for *rcb-2*.

### Constructs and transgenic plants

The primers used to generate the plasmid constructs are listed in Supplementary Table 3. The cDNA of At4g28590 was amplified by PCR and ligated into the SacI and KpnI sites of *pCHF1*^75^ to express RCB driven by the constitutive cauliflower mosaic virus 35S promoter. The *RCB-HA-His* construct was made by subcloning full-length *RCB* cDNA without a stop codon into the SacI and KpnI sites of the *pCHF1-(PT)4P-HA-His* vector, which was prepared by inserting a DNA fragment encoding (PT)4P-3×HA-6×His into the SalI and PstI sites of the *pCHF1* vector. Transgenic lines expressing At4g28590 or RCB-HA-His constructs were generated by transforming *rcb-1/PBG* or *rcb-10* plants with *Agrobacterium tumefaciens* strain GV3101 harboring these constructs. Multiple independent lines from the T1 generation were selected on MS medium containing 100 µg/ml gentamycin. T1 plants with homozygous *rcb-1* mutations were selected, and the single-locus-insertion status of the transgene in the T2 generation was determined based on a 3:1 segregation ratio for gentamycin resistance. T3-generation plants homozygous for the transgene were used for the further experiments.

The *GST-RCB* construct used for GST pull-down assays was generated by amplifying the cDNA of RCB and ligating it into the BamHI and PstI sites of *pET42b* (EMD Biosciences, San Diego, CA) using T4 DNA ligase (New England Biolabs, Ipswich, MA). The *pET42b* empty vector or *pET42b-RCB* was transformed into *E. coli* BL21 (DE3) cells. Lysates from bacteria expressing recombinant GST or GST-RCB proteins were prepared for GST pull-down assays.

The *RCB-CFP* used for the tobacco transient assay was generated by amplifying the cDNA of *RCB* and ligating it into the *pCHF1-CFP* vector. The *pCHF1-CFP* vector was generated by subcloning the coding sequence of *CFP* into the SalI and PstI sites of the *pCHF1* vector. The *RCB-CFP* plasmid was transformed into *Agrobacterium tumefaciens* strain GV3101.

The full-length RCB and N-terminally truncated RCB fragments were generated by amplifying a series of *RCB* cDNAs and ligating them into the PstI and BamHI sites of the *pCMX-PL2* vector.

### Hypocotyl measurement

For hypocotyl length measurement, 4-d-old seedlings grown under different light conditions were scanned using an Epson Perfection V700 photo scanner, and hypocotyls were measured using NIH imageJ software (https://imagej.nih.gov/ij/). Box-and-whisker plots of hypocotyl measurements were drawn using Prism 7 software (GraphPad software, Inc., La Jolla, CA).

### Confocal imaging and photobody analysis

Photobody analysis of 4-d-old *PBG, rcb-1/PBG*, and *rcb-2/PBG* mutants was performed on a Zeiss LSM 510 inverted confocal microscope using a 100 × HCX PL APO oil immersion objective (Carl Zeiss, Jena, Germany). GFP signals were detected with 488-nm excitation from an argon laser and 505- to 550-nm bandpass detector settings. Images were collected using LSM510 software version 4.2. The volume and number of photobodies were analyzed using Huygens Essential Software (Scientific Volume Imaging, Hilversum, Netherlands)^21^. The object analyzer tool was used to threshold the images and analyze the volume and number of photobodies.

Transient expression assays for RCB-CFP localization were performed using *Nicotiana benthamiana*^76^. The *Agrobacterium tumefaciens* strain GV3101 harboring was grown overnight in 4 ml of LB media and pelleted by centrifugation at 3,000 × *g*. The bacterial pellet was resuspended in 2 ml of infiltration buffer (10 mM MES pH 5.7, 10 mM MgCl_2_) with 200 μM acetosyringone and incubated for 2 h at room temperature. The bacterial suspension was diluted to OD_600_ of 1.0 with infiltration buffer and infiltrated into the abaxial side of leaves from 3-week-old tobacco. Seventy-two hours after infiltration, leaf punches were mounted in PBS and imaged on a Zeiss LSM 510 inverted confocal microscope with a 40 × Plan-Apochromat dry objective (Carl Zeiss, Jena, Germany). DAPI was monitored using excitation from a 405 nm diode laser and a 420–480-nm bandpass detector, chlorophyll was monitored using excitation from a 405 nm diode laser and a 615-nm longpass detector, and CFP was monitored using 458 nm excitation from an argon laser and a 470–500-nm bandpass detector.

### Generation of polyclonal anti-RCB antibody

A fragment of RCB encoding the central region (amino acids 93–221) was amplified via PCR using primers listed in Supplementary Table 3 and cloned into the BamHI and PstI sites of pET42b (EMD Biosciences, San Diego, CA). The recombinant proteins, affinity-purified using glutathione sepharose 4B beads (GE Healthcare, Chicago, IL), were separated via SDS-PAGE. Bands of interest were excised and used as antigens for antibody production. Antibodies were produced in rabbits by Cocalico Biologicals, Inc. (Reamstown, PA).

### Nuclear and plastid fractionation

Seedlings grown in the indicated light conditions were frozen in liquid nitrogen and ground using a mortar and pestle. The ground tissue was homogenized with nuclei extraction buffer (2 ml per gram fresh weight) containing 20 mM PIPES pH 6.5, 10 mM MgCl_2_, 12% hexylene glycol, 0.25% Triton X-100, 4 mM β-mercaptoethanol, 40 μM MG115/MG132, and 1 × EDTA-free protease inhibitor cocktail. The lysate was filtered through Miracloth, loaded on top of 2 mL of a 30% Percoll solution, and centrifuged at 700 × *g* for 5 min at 4 °C. The nuclear pellet was resuspended in nuclear extraction buffer, loaded onto 30% Percoll solution, and centrifuged at 700 × *g* to remove any remaining chlorophyll contamination from the nuclear pellet. The final nuclear pellet was dissolved in buffer containing 100 mM Tris-HCl pH 7.5, 100 mM NaCl, 1% SDS, 5 mM EDTA, 5 mM DTT, 10 mM β-mercaptoethanol, 40 μM MG115/MG132, and 1 × EDTA-free protease inhibitor cocktail.

For chloroplast fractionation, 1 g of seedlings was homogenized with 2 ml of grinding buffer (50 mM HEPES-KOH pH 7.3, 0.33 M sorbitol, 0.1% BSA, 1 mM MnCl_2_, 2 mM EDTA)^28^. The homogenized extract was filtered through Miracloth and centrifuged for 5 min at 2600 × *g* to precipitate chloroplasts. The crude chloroplasts resuspended in grinding buffer were further fractionated using a stepwise gradient of 80 and 40% Percoll. Intact chloroplasts were isolated from the boundary layer between the 80 and 40% Percoll.

### Microarray analysis

Col-0 and *rcb-10* seedlings grown in 10 μmol m^−2^ s^−1^ continuous R light for 4 days were used for microarray analysis. Three independent biological replicates of each genotype were grown, sampled separately, and used to extract total RNA using a Spectrum Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO). Total RNA was assessed for quality with an Agilent 2100 Bioanalyzer G2939A (Agilent Technologies, Santa Clara, CA) and a Nanodrop 8000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA). Hybridization targets were prepared from total RNA with a MessageAmp^TM^ Premier RNA Amplification Kit (Thermo Fisher Scientific, Waltham, MA), hybridized to GeneChip^®^ ATH1 Genome arrays in an Affymetrix GeneChip^®^ hybridization oven 645, washed in an Affymetrix GeneChip^®^ Fluidics Station 450 and scanned with an Affymetrix GeneChip^®^ Scanner 7G according to standard Affymetrix GeneChip^®^ hybridization, wash, and stain protocols (Affymetrix, Santa Clara, CA).

The microarray data analysis was performed using GeneSpring GX software version 12.1 (Agilent Technologies, Santa Clara, CA). The *cel* files were normalized using the robust multiarray average (RMA) background correction method. Raw and normalized data have been deposited in the GEO repository under accession number GSE122351. Volcano plot filtering was applied for pairwise comparisons between Col-0 and *rcb-10*. Significantly differentially expressed genes were selected with the following thresholds: corrected *p*-value <0.05 (adjusted with Benjamini-Hochberg FDR) and absolute fold change ≥2.0.

### Co-immunoprecipitation

One gram of 4-d-old *RCB-HA-HIS/rcb-10* seedlings grown under the indicated light condition was ground in liquid nitrogen and resuspended in 2 ml of Co-IP buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM EDTA, 2 mM DTT, 0.1% IGEPAL CA-630, 40 μM MG115/MG132, and 1 × EDTA-free protease inhibitor cocktail)^62^. The crude extract was cleared by centrifugation at 20,000 × *g* for 20 min at 4 °C and filtered through a 0.45-μm polyethersulfone filter (VWR International, Radnor, PA). One hundred microliters of anti-HA affinity matrix (Sigma-Aldrich, St. Louis, MO) was added into the cleared extract, incubated for 4 h at 4 °C, and then washed four times with Co-IP buffer. The immunoprecipitated proteins were eluted with standard SDS Laemmli buffer and used for SDS-PAGE and immunoblot.

### GST pulldown assay

GST-fusion proteins were expressed in *Escherichia coli* BL21 (DE3) carrying pET42b vectors. Bacterial cells were pelleted by centrifugation at 5000 × *g* for 10 min at 4 °C and resuspended in E buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% DMSO, 2 mM DTT, and bacterial protease inhibitor cocktail)^62^. The cells were lysed by French press and centrifuged at 20,000 × *g* for 20 min at 4 °C. The proteins were precipitated with ammonium sulfate (0.46 g/ml) for 4 h at 4 °C and centrifuged at 10,000 × *g* for 20 min at 4 °C. The lysates were cleared by ultracentrifugation at 50,000 × *g* for 15 min at 4 °C. The cleared lysates were incubated with glutathione sepharose beads (GE Healthcare, Chicago, IL) in E buffer for 2 h at 4 °C.

Prey constructs for the apoproteins of PHYA and PHYB (*pCMX-PL2-PHYA* and *pCMX-PL2-PHYB*) were prepared using a TNT T7 Coupled Reticulocyte Lysate system (Promega, Madison, WI) according to the manufacturer’s protocol^62^. Holoproteins of PHYA and PHYB were generated by incubating the apoproteins with 20 µM phycocyanobilin (PCB) for 1 h in the dark on ice. The in vitro-translated proteins were diluted with E buffer containing 0.1% IGEPAL CA-630 and further incubated with the immobilized GST-fusion protein for 2 h. The beads were washed four times with E buffer + 0.1% IGEPAL CA-630. Bound proteins were eluted by boiling in standard SDS Laemmli buffer.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Source Data

## Data Availability

*Arabidopsis* mutants and transgenic lines, as well as plasmids generated during the current study, are available from the corresponding author upon reasonable request. The microarray data for RCB-dependent gene expression have been deposited in the GEO repository under accession number GSE122351. The source data underlying Figs. 1b, 1d-h, 2b, 2e, 2f-g, 3b, 3d, 3f, 3h, 3j, 3l, 4b-d, 4h, 5a-b, 6b-d, 7a-b, and 7d-e and Supplementary Figs 1a, 1c-d, 2a-b, 3b-c, and 4a-b are provided as a Source Data file.

# Supplementary material for: Phytochrome activates the plastid-encoded RNA polymerase for chloroplast biogenesis via nucleus-to-plastid signaling
**Source:** Nat Commun. 2019 Jun 14;10:2629. doi: 10.1038/s41467-019-10518-0
**Supplement:** Supplementary file 1 — Supplementary Information

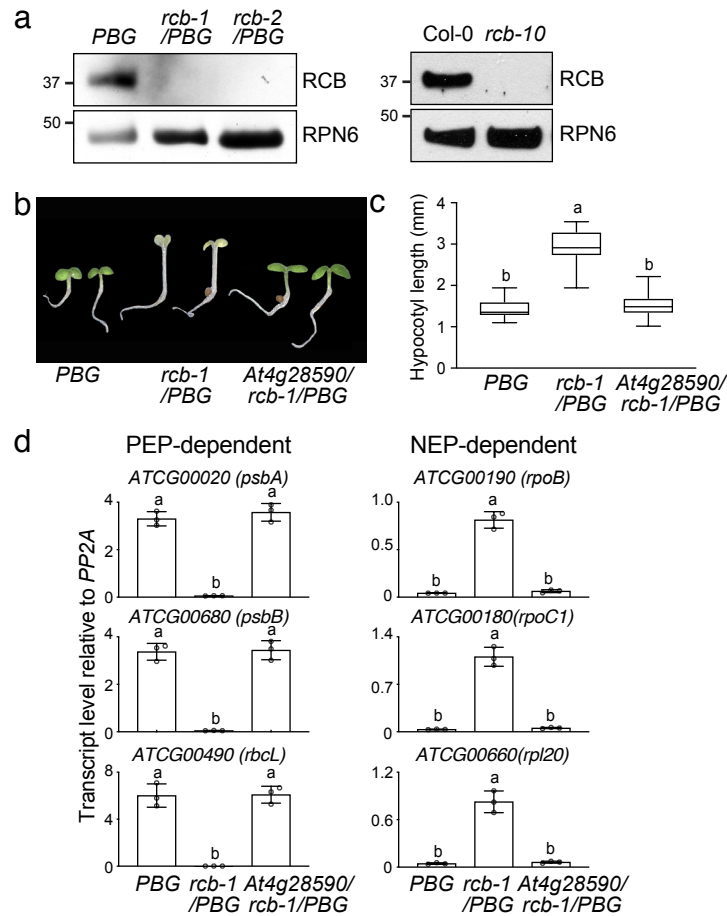

Supplementary Fig. 1. *rcb-1/PBG* and *rcb-2/PBG* are null alleles and *rcb-1/PBG* can be rescued by expressing the cDNA of At4G28590. **a**, *rcb-1/PBG*, *rcb-2/PBG*, and *rcb-10* are null alleles that fail to accumulate the gene product of At4G28590. Immunoblots showing the levels of the gene product of At4G28590 in 4-d-old *PBG*, *rcb-1/PBG*, *rcb-2/PBG*, Col-0, and *rcb-10* seedling grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. The gene product of At4G28590 was detected by polyclonal antibodies raised against the gene product of At4G28590 (RCB antibodies), RPN6 was used as a loading control. **b**, Representative images of 4-d-old *PBG*, *rcb-1/PBG*, *At4G28590/rcb-1/PBG* seedlings grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. *At4G28590/rcb-1/PBG* is a transgenic line expressing the cDNA of At4G28590 under the 35S promoter. **c**, The long hypocotyl phenotype of *rcb-1/PBG* was rescued in *At4G28590/rcb-1/PBG*. Box-and-whisker plots showing hypocotyl length measurements of seedlings shown in **b**. The boxes represent from the 25th to 75th percentiles, the bars equal the median values. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey's HSD, $p \leq 0.001$). **d**, The defects of *rcb-1/PBG* in plastidial gene expression were rescued in *At4G28590/rcb-1/PBG*. qRT-PCR results showing the transcript levels of representative PEP- and NEP-dependent genes in *PBG*, *rcb-1/PBG*, *At4G28590/rcb-1/PBG* seedlings grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. Different letters denote statistically significant differences in transcript levels (ANOVA, Tukey's HSD, $p \leq 0.001$). The source data underlying the immunoblots in **a**, the hypocotyl measurements in **c**, and the qRT-PCR analysis in **d** are provided in the Source Data file.

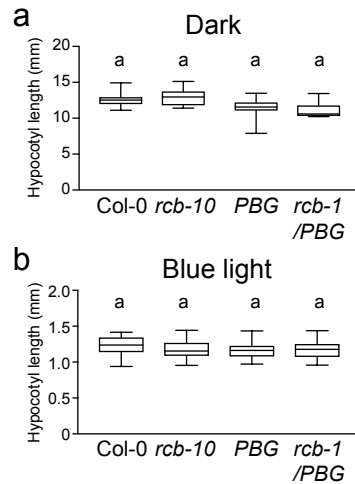

Supplementary Fig. 2. *rcb-10* and *rcb-1/PBG* exhibit normal hypocotyl responses in darkness and blue light.

a-b, Box-and-whisker plots showing hypocotyl length measurements of 4-d-old Col-0, *rcb-10*, *PBG*, and *rcb-1/PBG* seedlings grown in the dark (**a**) and in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ blue light (**b**). The boxes represent from the 25th to 75th percentiles, the bars represent the median values. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey's HSD, $p \leq 0.001$). The source data underlying the hypocotyl measurements in **a** and **b** are provided in the Source Data file.

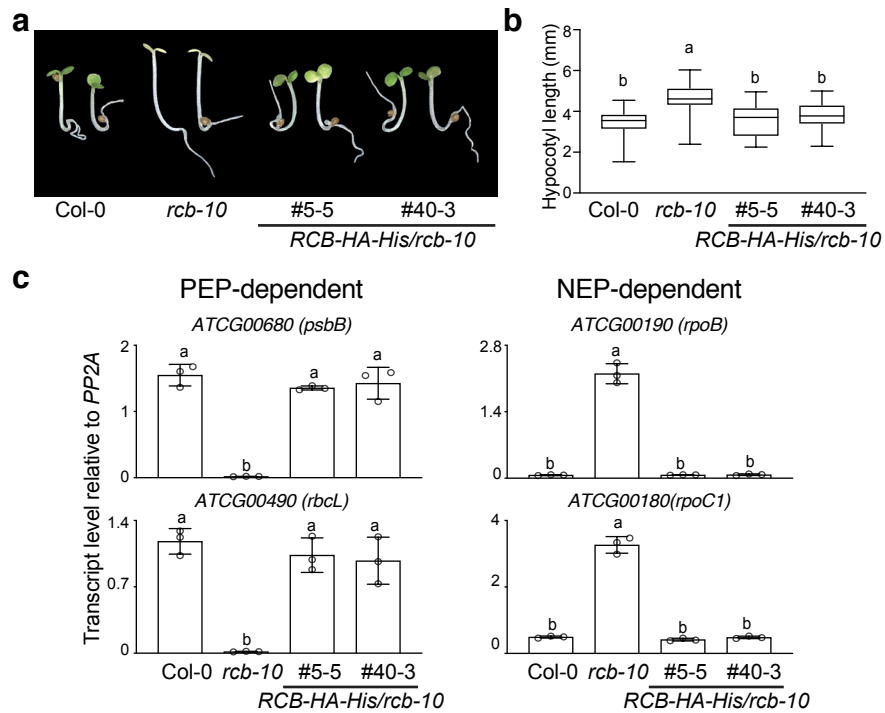

Supplementary Fig. 3. Expressing RCB-HA-His rescues the *rcb-10* mutant.

a, Representative images of 4-d-old Col-0, *rcb-10*, and *RCB-HA-His/rcb-10* (lines #5-5 and #40-3) seedlings grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. **b**, *RCB-HA-His/rcb-10* lines rescued the long hypocotyl phenotype of the *rcb-10* mutant. Box-and-whisker plots showing hypocotyl length measurements of seedlings grown in **a**. The boxes represent from 25th to 75th percentiles, the bars equal the median values. Different letters denote statistically significant differences in hypocotyl length (ANOVA, Tukey's HSD, $p \leq 0.001$). **c**, The defects of *rcb-10* in plastidial gene expression were rescued in *RCB-HA-His/rcb-10*. qRT-PCR results showing the transcript levels of representative PEP- and NEP-dependent genes in 4-d-old Col-0, *rcb-10*, and *RCB-HA-His/rcb-10* (lines #5-5 and #40-3) seedlings grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. Different letters denote statistically significant differences in mRNA levels (ANOVA, Tukey's HSD, $p \leq 0.001$). The source data underlying the hypocotyl measurements in **b** and the qRT-PCR analysis in **c** are provided in the Source Data file.

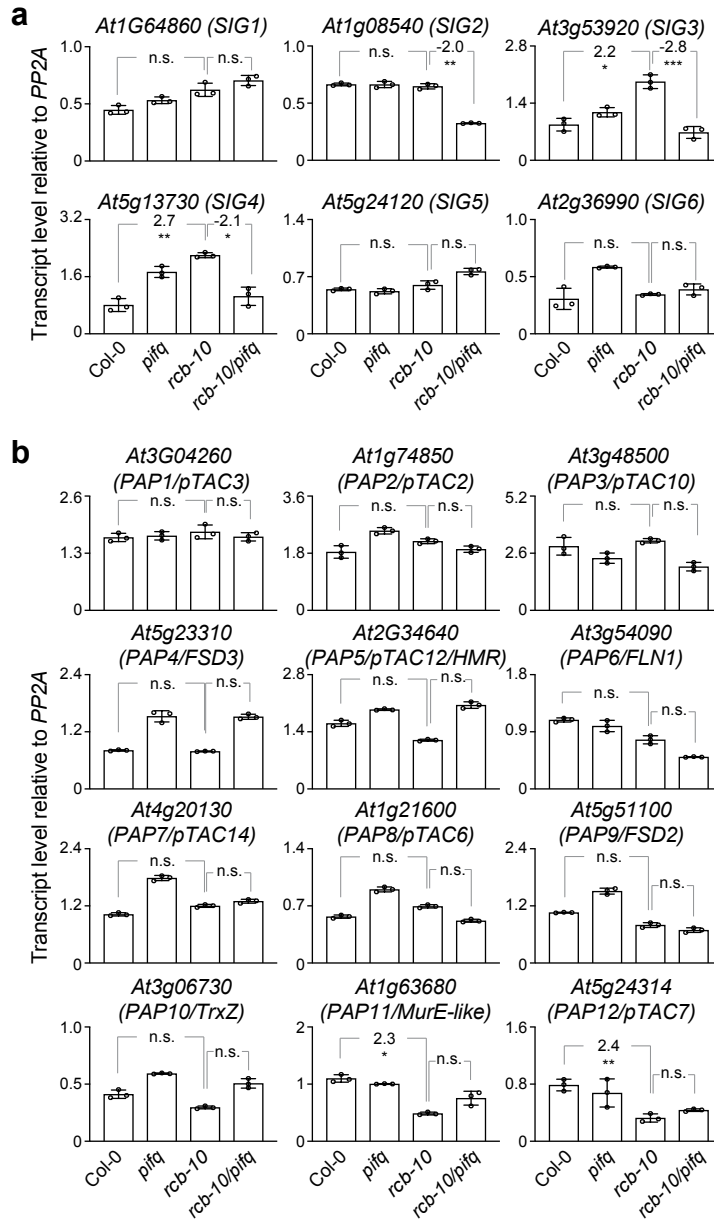

Supplementary Fig. 4. The transcript levels of nuclear-encoded PEP constituents are not significantly altered in *rcb-10* and *rcb-10/pifq* mutants.

a, qRT-PCR results showing the steady-state transcript levels of six sigma factors in 4-d-old Col-0, *pifq*, *rcb-10*, and *rcb-10/pifq* grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. Fold changes are shown only in samples greater than two-fold changes between Col-0 and *rcb-10*, and *pifq* and *rcb-10/pifq* seedlings with statistical differences (*, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$; n.s., not statistically significant). Error bars represent SD of three biological replicates. **b**, qRT-PCR results showing the transcript levels of twelve PEP-associated proteins (PAPs) in 4-d-old Col-0, *pifq*, *rcb-10*, and *rcb-10/pifq* grown in 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. Fold changes are shown only in samples greater than two-fold changes between Col-0 and *rcb-10*, and *pifq* and *rcb-10/pifq* seedlings with statistical differences (*, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$; n.s., not statistically significant). Error bars represent SD of three biological replicates. The source data underlying the qRT-PCR analysis in **a** and **b** are provided in the Source Data file.

Supplementary Table 1. qRT-PCR primers for the nuclear genes examined in this study.

Accession	Gene name	Forward primer	Reverse primer
AT1G69960	<i>PP2A</i>	TATCGGATGACGATTCTTCGTGCAG	GCTTGGTTCGACTATCGAATGAGAG
AT2G46970	<i>PIL1</i>	AAATTGCTCTCAGCCATTCTGTGG	TTCTAAGTTTGAGGCGGACGCAG
AT4G16780	<i>ATHB2</i>	TCACAGTACTCTCAATCCGAAGC	CCGTAAGAACTCGCAGTCTAC
AT4G14130	<i>XTR7</i>	CACCGTCACTGCTTACTACTTG	CATTGGTGTGAAGAACATAAG
AT4G32280	<i>IAA29</i>	CACCATCATTGCCCCGTATCA	CCACAGTAGCCGTTGTTGGA
AT1G64860	<i>SIG1</i>	AACTAAAACACGCAGCGAGGA	TCTTAAGGATCATTGCCTCCATT
AT1G08540	<i>SIG2</i>	AGTCCAGAATGATAAGATTGCC	CTCTTTCACCCTATATGTTGCT
AT3G53920	<i>SIG3</i>	GTCTTTGTACATCCTCATCCT	TCTGCTTTCCTCTTTGACTG
AT5G13730	<i>SIG4</i>	CCATCTCCTTCTTTATCATCCC	CTATCAACCACTCTATCCACTG
AT5G24120	<i>SIG5</i>	GTGGTGAGGAGAAGAAAGTG	GCAATCCGTTTATCAAGACTC
AT2G36990	<i>SIG6</i>	CGGGCATTGTACAGGCTTAAG	AGCATGAAGTCCATGGCTGTTG
AT3G04260	<i>PAP1/pTAC3</i>	TCGCTGAGAAAGGAGCTAGG	GCGAGGATTTCTAGGCCTCT
AT1G74850	<i>PAP2/pTAC2</i>	TTGAACCGGACATGGAGACA	GGTGTTGAAAGCAACAAGCG
AT3G48500	<i>PAP3/pTAC10</i>	CATACCGGTTTCGGTTTCCC	CCTTCCTCCTCTGGCTTTGA
AT5G23310	<i>PAP4/FSD3</i>	CTGAACCACTTGGTGTCGTG	TTGGTTGGGACTTGGGACTT
AT2G34640	<i>PAP5/HMR</i>	CCAGTAATTGTATTGTGCAGAGAC	CACTTACATCACCATCTCCATC
AT3G54090	<i>PAP6/FLN1</i>	AGTCGCAAAGGGAGGAAGAA	TCGTTCGTACGGAAACTCGAT
AT4G20130	<i>PAP7/pTAC14</i>	ATCGCTGCAGCAAGAACATT	TGCTCTGCTGTTGTGGGATA
AT1G21600	<i>PAP8/pTAC6</i>	AATGTCAAAGTCGCCGACAG	GTTCCGGTGGTCACAGAATGG
AT5G51100	<i>PAP9/FSD2</i>	AGCCGGGAAACCTTGGATTA	CTCCCAGAAGAACTCGTGTT
AT3G06730	<i>PAP10/TrxZ</i>	GGAAGGTGCCGTTGATTGTT	GCGTGCAAACCTCGTACTCAT
AT1G63680	<i>PAP11/MurE</i>	GCCGATGTTCACCCGTTAAA	AGAGGAGCTCCAACAGCAAT
AT5G24314	<i>PAP12/pTAC7</i>	TTGTGGTGAAAGGAGGTCGT	GGTCTCCAAGACCAATCCCA

Supplementary Table 2. Primers used for cDNA synthesis and qRT-PCR analysis of plastidial genes.

Accession	Gene name	Primer for cDNA synthesis	Primer pair for qRT-PCR
ATCG00020	<i>psbA</i>	TAGATGGAGCCTCAACAGCAGCTA	ACATTTCTTCTTAGCGGCTT<br>CGTCCTTGACTATCAACTACTGA
ATCG00680	<i>psbB</i>	CATCCAAATCTGGATCAATACCAG	ACATTTCTTCTTAGCGGCTT<br>CGTCCTTGACTATCAACTACTGA
ATCG00490	<i>rbcL</i>	CTTCACAAGCAGCAGCTAGTTCAGG	GGAGATGATTCTGTACTACAAT<br>GTCCCTCATTACGAGCTTGTAC
ATCG00190	<i>rpoB</i>	CAATGATAGTGGTACCAAGTACTTC	CTAGTGGACATTATGCACTTGT<br>CAGATTTATAAGTAAGCATCTCTTG
ATCG00180	<i>rpoC1</i>	GTATAGCTTCCTCGATTTCTCG	GATGCAATTGGAGCTTATCG<br>CGATAGGAACTTCTCTTGAAGC
ATCG00660	<i>rpl20</i>	TGTGCAAGTATTTTCCGATTAAG	GAGCTTTAGTTTTCGGCTCATC<br>AATTACGGCATTATTCGAGTG

Supplementary Table 3. Primers used for making constructs.

Accession	Gene name	Vector	Forward primer	Reverse primer
AT4G28590	<i>RCB</i>	pCHF1	CGGGAGCTCATGAGTTTCTTCGCTGTTGC	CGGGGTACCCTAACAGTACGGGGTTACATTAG
AT4G28590	<i>RCB-HA-His</i>	pCHF1-HA-His	CGGGAGCTCATGAGTTTCTTCGCTGTTGC	CGGGGTACCACAGTACGGGGTTACATTAGC
AT4G28590	<i>RCB</i>	pET42b	CGGGGATCCGATGAGTTTCTTCGCTGTTGC	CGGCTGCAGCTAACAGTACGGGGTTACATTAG
AT4G28590	<i>RCB-antigen</i>	pET42b	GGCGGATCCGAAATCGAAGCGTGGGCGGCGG	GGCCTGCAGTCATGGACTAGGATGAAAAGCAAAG
AT4G28590	<i>RCB-FL</i>	pCMX-PL2	CGGCTGCAGATGAGTTTCTTCGCTGTTGC	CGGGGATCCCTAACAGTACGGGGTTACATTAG
AT4G28590	<i>RCB-Δ10</i>	pCMX-PL2	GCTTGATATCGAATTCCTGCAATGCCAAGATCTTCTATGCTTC	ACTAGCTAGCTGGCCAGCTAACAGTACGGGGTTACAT
AT4G28590	<i>RCB-Δ20</i>	pCMX-PL2	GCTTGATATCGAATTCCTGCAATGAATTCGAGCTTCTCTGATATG	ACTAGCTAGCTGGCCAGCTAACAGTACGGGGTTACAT
AT4G28590	<i>RCB-Δ30</i>	pCMX-PL2	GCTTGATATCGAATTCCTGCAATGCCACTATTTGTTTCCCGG	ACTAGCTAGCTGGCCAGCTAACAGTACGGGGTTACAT
AT4G28590	<i>RCB-Δ40</i>	pCMX-PL2	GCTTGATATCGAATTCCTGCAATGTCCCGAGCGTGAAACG	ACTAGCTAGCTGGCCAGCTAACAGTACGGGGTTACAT
AT4G28590	<i>RCB-Δ51</i>	pCMX-PL2	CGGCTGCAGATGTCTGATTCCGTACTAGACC	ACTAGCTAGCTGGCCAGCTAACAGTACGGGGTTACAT
AT4G28590	<i>RCB-Δ92</i>	pCMX-PL2	GGCCTGCAGATGAAATCGAAGCGTGGGCGG	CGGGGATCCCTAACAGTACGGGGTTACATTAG

# Supplementary material for: Phytochrome activates the plastid-encoded RNA polymerase for chloroplast biogenesis via nucleus-to-plastid signaling
**Source:** Nat Commun. 2019 Jun 14;10:2629. doi: 10.1038/s41467-019-10518-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: . SSTF (statistically significantly and by two-fold) genes between 4-d old rcb-10 and Col-0 (WT) seedlings grown under continuous 10 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light. SSTF genes are defined as: (a) greater than two-fold difference in expression values between two genotypes and (b) the difference was statistically significant ($p \leq 0.05$) using a t-test adjusted for the false discovery rate (FDR).

File Name: Supplementary Data 2

Description: RCB-dependent genes are defined as the SSTF genes between rcb-10-R and WT-R (992 genes, Supplementary Data 1). 

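Components of plastid transcription are among the genes listed in Supplementary Data 1. SIG4, a sigma factor gene, rose in *rcb-10* from 366 ± 37.2 to 1116 ± 67.8 (SD, n = 3 arrays each), a log2 change of 1.61 (standard error 0.13, adjusted p = 0.00433). FSD2, an iron superoxide dismutase that the paper counts among the PEP-associated proteins as PAP9, fell from 482 ± 83.9 to 262 ± 21.6 (log2 change −0.87, standard error 0.16, adjusted p = 0.0231), and it passed without Col-0 replicate 2 but missed an adjusted p of 0.05 without any other array (adjusted p up to 0.0754). Both genes are named through Supplementary Data 1 alone and were thus chosen for their change.

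The table gives 992 probe sets, 544 lower and 448 higher, with the fold, the p-value and the mean signal of each genotype. All 992 had a log2 change of the same sign in the deposited values, 957 had an adjusted p under 0.05 in limma, and 874 also reached a fold of 2. Across these probe sets, which are not independent replicates, the log2 changes of the table and of the deposited values had a Pearson r of 0.989. The median log2 change of the lower probe sets was −1.33 in the deposited values and −1.31 in the paper's table, and that of the higher ones 1.37 and the paper's 1.38. The mean signals of the deposited values were 2.27 times (Col-0) and 2.29 times (*rcb-10*) those of the table, as medians over the probe sets, so that the table was made from values on another scale.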

HMR-dependent genes are the SSTF genes between hmr-5-R and WT-R (1348 genes) 57 .

File Name: Supplementary Data 3

Description: The PIF direct target genes have been defined previously⁵⁸ . The raw expression data of the listed genes in Col-0 (WT) and rcb-10, as well as their fold changes in rcb-10, are shown. 

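MPL1, which the table describes as an aphid-induced lipase, had a signal of 80.1 ± 16.3 (SD, n = 3 arrays) in Col-0 and 541 ± 208 in *rcb-10* (log2 change 2.69, standard error 0.36, adjusted p = 0.0114). BGAL7, a beta-galactosidase gene, rose from 81.1 ± 37.8 to 412 ± 67.4 (log2 change 2.44 with low signals raised, as not all its Col-0 arrays were above background; adjusted p = 0.0165). Both are marked as PIF-induced, have probe sets named through Supplementary Data 1 alone, and were picked after their values were seen. Of 11 PIF-induced targets named in this way, 4 were lower and 5 higher at the thresholds used for the others, and of 12 PIF-repressed targets 6 were lower and 6 higher. They were left out of the counts of PIF targets, because a gene that is named through a list of changed genes was chosen on these samples. The table gives the mean signals of both genotypes and the fold change of 301 genes, of which 120 are marked as PIF-repressed.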

The columns “final target class” and “PIF regulation” are from Supplementary Table 4 of Pfeiffer et al. (2014) 58 .

File Name: Supplementary Data 4

Description: A list of PIF direct target genes (from Supplementary Data 3) that were changed statistically significantly ($p \leq 0.05$) and by 1.5-fold in 4-d old rcb-10 and hmr-5 compared with Col-0 (WT).

# Supplementary material for: Phytochrome activates the plastid-encoded RNA polymerase for chloroplast biogenesis via nucleus-to-plastid signaling
**Source:** Nat Commun. 2019 Jun 14;10:2629. doi: 10.1038/s41467-019-10518-0
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used.

Data analysis

No software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Arabidopsis mutants and transgenic lines, as well as plasmids generated during the current study, are available from the corresponding author upon reasonable request. The microarray data for RCB-dependent gene expression have been deposited in the GEO repository under accession number GSE122351.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. For hypocotyl measurements, as standard, at least 20 seedlings were used.       |
| Data exclusions | No data were excluded from analysis.                                                                                      |
| Replication     | At least three biological replicates were performed for hypocotyl measurements, transcript analyses, and immunoblots.     |
| Randomization   | For hypocotyl measurements, the seedlings were exposed to uniform light, seedlings were randomly picked for measurements. |
| Blinding        | Not relevant to this study, because the mutants show clear phenotypes compared with the wild-type.                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                      | Methods                             |                                                 |
|-------------------------------------|------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-rpoB, PhytoAB PHY1700; Anti-Pol II, Biolegend 664906; Anti-HA, Sigma-Aldrich H3663; Anti-HA, Genscript A00168; Anti-RPN6, Enzo Life Sciences BML-PW8370-0100; Anti-SiR; Anti-PIF1; Anti-PIF3; Anti-HMR; Anti-RCB. |
| Validation      | The validation data for anti-RCB antibodies are included in this manuscript and those for the other antibodies can be found in the manufacturer's website or in the cited references.                                  |

How the deposited data were processed for this re-analysis (not part of the article)

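Whole seedlings of Col-0 and *rcb-10* were measured on 6 ATH1 arrays, 3 biological replicates of each genotype, after 4 days of stratification and 4 days in continuous R light. The authors labelled the RNA with the MessageAmp Premier kit, and their methods name GeneSpring GX 12.1 and RMA, with no version given for RMA. The deposited values are linear probe set intensities, which the authors had scaled so that each array has the same trimmed mean with 2% of probe sets left out at each end. They are neither on a log scale nor RMA values, and the step that made them is not given in the sources used here. The design had been written for RMA values on the log2 scale. The test it names was kept, and the log2 of the deposited intensities was taken first.

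The log2 intensities of the 22746 probe sets other than the array's own controls were compared between the genotypes with limma 3.58.1 in R 4.3.3 (a linear model for each probe set and empirical Bayes variances), with no further normalization and no filter. Adjusted p-values are those of limma after Benjamini-Hochberg adjustment over all probe sets. A probe set was called RCB-dependent at an adjusted p under 0.05 and a fold of at least 2, the thresholds of the methods. The PIF direct targets of Supplementary Data 3 were called at an adjusted p under 0.05 and a fold of at least 1.5, the fold of Supplementary Data 4. Members of the 21 gene lists were called at an adjusted p under 0.05 with no fold threshold, and the 14 lists with at least 2 measured members were ranked against other genes with camera (preset correlation 0.01, p adjusted over the lists, and again with an estimated correlation). They were also tested with fry, which asks whether a list moved in a shared direction and not how it ranks. Tables were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a p below 0.1, and the arrays can be split in only 10 ways.

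Gene names come from the probe table of the reference. The TAIR10.1 annotation was used only for names and for which plastid genes neighbour each other. Only probe sets assigned to 1 gene entered the gene lists and the PIF targets, 1 for each gene, the one with the highest mean. Probe sets named through Supplementary Data 1 alone were kept out of these counts, since that table lists probe sets for their change in these samples. Background was set at 43.8, the highest signal of the trp control probe sets, to which no transcript was added. Where a group has arrays at or below it, a bound on the fold was computed with low signals raised to that level.

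The genes named were chosen by a rule written before the data were examined, although values of many of them in the paper's tables had been seen. The rule takes every gene the paper names that has a named probe set (SIG4 and FSD2 were included through Supplementary Data 1), and the 10 genes with the largest rise and the 10 with the largest fall among RCB-dependent genes whose arrays do not overlap, which here includes genes named through Supplementary Data 1 alone. It also takes up to 4 members of each gene list with the largest change among those that pass, or 2 members where fewer than 2 pass, and the 5 called PIF-induced and 5 PIF-repressed targets with the largest change in each direction. The gene lists were fixed at the same time.

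The steps were tested on simulated data, made from the means and spreads of these arrays with 200 changed probe sets. Of 100 probe sets changed 3-fold among 22746, limma recovered 51, and of 100 changed 6-fold it recovered 67, where the methods' t-test recovered 20.0% and 45.0%. Of 119 probe sets called, 1 had not been changed (0.840%). The adjustment depends on how many probe sets change, and on the real arrays 3853 passed an adjusted p under 0.05 at any fold. The recovered shares are therefore not those of the real comparison. The overlap with *hmr-5* was set beside 100 simulated groups without change, and the share of equal signs beside 100 simulated pairs of such groups. The alternatives tried were quantile normalization, median centring, a filter on the dimmest 25% of probe sets, leaving out probe sets of several genes or none, genes in place of probe sets, the mean of all probe sets of a gene, another variance model, array weights, the replicate number as a block, leaving out each array in turn, the methods' t-test, and other thresholds. Raising low signals to the trp control level was added after the data were examined. The *hmr-5* arrays were not used here, nor were probe-level values, and RCB has no named probe set.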

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

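The tests of array scaling, RNA yield, polyadenylated transcripts, PEP activity and low signals were chosen after the results were seen. Those of the splits of the arrays and of neighbouring plastid genes were chosen before.

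Plastid-encoded genes, which Supplementary Data 1 does not list, changed strongly on the arrays. The lists of PEP-dependent and NEP-dependent genes were fixed here and are not the paper's. The paper measured psbA, psbB and rbcL as PEP-dependent, and rpoB, rpoC1 and rpl20 as NEP-dependent. Which polymerase transcribes the other members was not tested. Among the 27 measured genes of the PEP list, 13 were lower in *rcb-10*, none was higher and 14 did not pass in limma (2 were higher and 15 lower at an unadjusted p under 0.05, and 12 passed the methods' t-test). psbA, the D1 protein of photosystem II, fell from 2446 ± 573 to 329 ± 12.0 (SD, n = 3 arrays each), a log2 change of −2.87 (standard error 0.19). psbD and psbC, which encode other photosystem II proteins, changed by −2.68 and −2.56, psbH by −2.12 and psaJ of photosystem I by −2.04. Among the 11 measured genes of the NEP list, 7 were higher, 1 was lower and 3 did not pass. rpoB, a core subunit of PEP itself, changed by 2.85 (standard error 0.17), from 41.8 ± 7.96 to 298 ± 2.38 (at least 6.55-fold, as 1 of 3 Col-0 arrays was at background), rpoC2 by 2.72 and rps15, a ribosomal protein gene, by 2.81. rpl33, a ribosomal protein gene in the NEP list, went the other way (−1.61, standard error 0.23). Without *rcb-10* replicate 2 or without *rcb-10* replicate 3, the PEP-dependent genes lower in *rcb-10* were 8.

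Array scaling is not enough for this pattern, since after quantile normalization the median of the NEP list lay 2.06 above that of the PEP list (1.34 and −0.72). A lower yield of plastid RNA would lower both lists, whereas 7 NEP-dependent genes were higher. The arrays were labelled from polyadenylated RNA, but for 6 of 6 genes the paper's qRT-PCR in Fig. 2f changed in the direction of the arrays by more than its SD. A loss of PEP activity in *rcb-10* cannot be decided from the arrays alone. The difference between the lists (permutation test across genes, 100000 permutations, p = 4e-05) restates the pattern and takes neighbouring genes as independent. Evidence for such a loss comes from the paper's other experiments, where immunoblots showed no assembly of the PEP complex in *rcb-10*. In *rcb-10/pifq*, where PIF genes were also knocked out, the paper reports that assembly and PEP-dependent expression were rescued. The real split gave 20 genes that were PEP-dependent and lower or NEP-dependent and higher. Of 10 splits of the arrays 1 gave as many, the highest other split gave 0, and 10 splits are too few for a share under 0.05.

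PEP-dependent genes that follow each other on the plastid genome differed less in their change than genes paired at random, although some neighbours lay far apart, such as psbN and psbH (0.54 and −2.12) or psbM and psbD (−0.36 and −2.68). Over 18 such pairs the mean absolute difference of log2 change was 0.90, against 1.27 over permutations (1-sided permutation p = 0.0296, for a smaller difference). Transcription of neighbours together may explain this. The pairs were taken by position alone, without regard to strand, so that the test cannot decide it. A compression of bright signals would make bright genes change less, but the Spearman correlation of Col-0 signal and size of change over the list was 0.0611 (1-sided permutation p = 0.621). The fall of rpl33 beside that of psaJ was seen after the values and was not tested.

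Of the RCB-dependent probe sets, 768 are not listed in Supplementary Data 1. They include plastid-encoded genes that the paper measured by other means, such as psbA and rpoB. Of them, 536 were lower and 232 higher in *rcb-10*, 480 also passed the methods' t-test after adjustment, and 553 passed with low signals raised to the trp control level.

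More RCB-dependent probe sets were lower than higher. With each array centred on its median, 40.7% of calls were lower, and after quantile normalization, where 839 were lower and 691 higher, the excess shrank without reversing. The scaling of the arrays may therefore account for some or all of it. Low signals do not account for it, since with low signals raised to the trp control level 61.8% were lower. Which scaling is right stays open.

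For each of the other counts, 1 of 10 splits of the arrays, the real one, gave a result as large, and 10 splits are too few for a share under 0.05. The real and the highest other value were 1642 and 0 for RCB-dependent probe sets, 21 and 0 for PIF-induced targets, 11 and 0 for PIF-repressed targets, 27 and 0 for the overlap with *hmr-5*, and 3 and 1 for the gene lists past the threshold of camera.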

How the results depend on the processing

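Raising low signals to the trp control level was chosen after the data were examined, and the other alternatives before. Quantile normalization, the filter on dim probe sets, the other variance model and array weights left the counts of RCB-dependent probe sets and of PIF targets within 1.5 times those reported. The methods' t-test did so for RCB-dependent probe sets, and for PIF targets it was run only at an unadjusted p (28 PIF-induced and 12 PIF-repressed). The cause was not tested for the changes given here unless the setting itself shows it.

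Median centring gave 654 lower RCB-dependent probe sets, 11 lower and 9 higher PIF-induced targets, and 2 PEP-dependent genes higher, where the values as deposited gave none. The other variance model, low signals raised to the trp control level and adjustment over the list alone also gave 2 such genes, and the filter on dim probe sets gave 1. Without probe sets of several genes or none, 796 RCB-dependent probe sets were called (493 lower, 303 higher), and with genes in place of probe sets 798 (496 lower, 302 higher), since both settings test fewer items. With no fold threshold there were 3853 (2315 lower, 1538 higher), and at 1.5-fold 3411 (2074 lower, 1337 higher), as a laxer threshold must give more. At an unadjusted p of at most 0.05 and 1.5-fold, 7 PIF-induced targets were higher and 7 PIF-repressed targets lower. At 2-fold, 13 PIF-induced targets (11 lower, 2 higher) and 6 PIF-repressed targets (2 lower, 4 higher) passed. With an estimated correlation camera called 0 of the gene lists, where camera with its preset correlation called 3. Median centring gained the call of the expansin and xyloglucan endotransglucosylase list (adjusted p = 0.0466), and quantile normalization that of the markers of root cells (adjusted p = 0.0171). Fry, which asks whether a list moved in a shared direction and not how it ranks, called 7.

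When each array was left out in turn, RCB-dependent probe sets numbered 1068 to 1422 (583 to 816 lower, 416 to 614 higher). The lowest counts were without Col-0 replicate 1 (583 lower) and without *rcb-10* replicate 3 (416 higher). PIF-induced targets numbered 5 to 12 (4 to 8 lower, 1 to 5 higher), PIF-repressed targets 4 to 8 (1 to 5 lower, 3 to 5 higher), and the overlap with *hmr-5* 9 to 16. The PEP-dependent genes lower in *rcb-10* numbered 8 to 11, the NEP-dependent genes higher stayed at 7, and camera called 2 to 3 gene lists. Fewer arrays leave fewer degrees of freedom.

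With the replicate number as a block (replicate block), limma called 0 RCB-dependent probe sets in either direction, 0 PIF-induced and 0 PIF-repressed targets, 0 shared with *hmr-5*, and 0 PEP-dependent or NEP-dependent genes. The log2 changes of single genes stayed as they were, such as psbA at −2.87, rpoB at 2.85 and IAA29 at −1.44, so that the calls were lost through the error term, which has fewer degrees of freedom. No source pairs the arrays, and the correlations of their deviations from the genotype means (0.129, −0.0836 and 0.195 for replicates 1, 2 and 3) were not all above 0.1, so that Col-0 and *rcb-10* arrays were taken to share only a number, while 3 of the 6 arrays correlated best with the array of their own number. The labelling spike dap, however, had log2 signals of 9.24, 9.66 and 9.80 in Col-0 replicates 1, 2 and 3 and of 9.10, 9.22 and 9.47 in those of *rcb-10*, and thr and phe also had the same order in both, while lys did not. The hybridization spikes bioB, bioC and bioD were lowest in replicate 3 and highest in replicate 2 of both genotypes, while cre differed in order. Handling of same-numbered samples together stays open. With the replicate block, the camera result of the Calvin cycle and photorespiration list also missed the threshold (adjusted p = 0.0515).

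Among single genes, LHCB4.2 changed sign under quantile normalization (log2 change −0.0082), and ATHSP22.0 under median centring (0.079) and among the refits without 1 array (−0.19 to 0.053, the highest without Col-0 replicate 1), and neither gene passed the test as deposited. Other settings of background and summary at the probe level, and the slide or scan date as a block, were not run. Signals at or below the trp control level limit what can be said of dim genes: 128 RCB-dependent probe sets had 1 genotype wholly at or below it, and 70 had both.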

Differences from the paper's values

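The paper counts 992 RCB-dependent genes, and at the same thresholds 1642 probe sets passed here. The count came within 1.5 times the paper's under 9 of the 19 alternatives set before the data were examined, which are the methods' t-test after adjustment (1228), leaving out probe sets of several genes or none (796), genes in place of probe sets (798) and each of the 6 refits without 1 array (1068 to 1422). It did not under the other 10, which are quantile normalization (1530), median centring (1605), the filter on dim probe sets (1638), the other variance model (1821), array weights (1640), the replicate block (0), unadjusted p by the methods' t-test (1887) and by limma (2161), no fold threshold (3853) and 1.5-fold (3411). The paper's Supplementary Data 1 lists 544 as lower, against 1004 here. That count came within 1.5 times the paper's under 10 of the 19, the same 9 and median centring (654).

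Among the PIF-induced targets measured here, the paper lists 7 as higher in *rcb-10*, against 4 here at an adjusted p. The paper gives a p of at most 0.05 for this table, and its description of the table does not say whether that p was adjusted. Limma at an unadjusted p gave 7, the paper's value. The count came within 1.5 times the paper's also under quantile normalization, median centring, the filter on dim probe sets, the other variance model, array weights, the methods' t-test at an unadjusted p, adjustment over the list alone and without *rcb-10* replicate 1, and did not under the other 9 of 18. Among PIF-repressed targets the paper lists 7 as lower, against 4 here, and limma at an unadjusted p again gave 7. The filter on dim probe sets, the other variance model, the methods' t-test at an unadjusted p, adjustment over the list alone and leaving out Col-0 replicate 3 also came within 1.5 times, and the other 12 of 18 did not.

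Of 42 genes set beside Supplementary Data 1 or 3, 15 had a log2 change that differed from the paper's by more than the spread between arrays. MLP423 was −4.25 here and −2.86 in the paper (within the spread only without *rcb-10* replicate 2), and LTP6 −3.70 here and −2.23 in the paper (only without *rcb-10* replicate 1). With low signals raised to the trp control level, a setting chosen after the values were seen, which leaves 136 of the paper's 992 probe sets uncalled (18 of them called as deposited), MLP423 was −3.34 and LTP6 −2.46, within that spread. AT4G12490 was 4.13 here and 3.35 in the paper (within the spread only without *rcb-10* replicate 2). AT4G11190 was −2.10 here and −1.30 in the paper's Supplementary Data 3 (only without Col-0 replicate 2). FSD2 was −0.87 here and −1.13 in the paper (only without Col-0 replicate 2), and SIG4 1.61 here and 1.81 in the paper (only with median centring). AT4G36430 was 3.90 here and 4.16 in the paper, and AT3G45730 1.61 here and 1.99 in the paper (for both, within the spread with median centring and without Col-0 replicate 2). AT5G66590 was −1.51 here and −1.21 in the paper (with quantile normalization and median centring).

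GLYK was 1.36 here and 1.29 in the paper (within the spread with quantile normalization and without Col-0 replicate 2, *rcb-10* replicate 1 or *rcb-10* replicate 2). AT2G18980 was −0.80 here and −0.64 in the paper (with median centring, array weights, and without Col-0 replicate 3, *rcb-10* replicate 1 or *rcb-10* replicate 3). AT3G25610 was 0.92 here and 0.62 in the paper (without Col-0 replicate 2, Col-0 replicate 3 or *rcb-10* replicate 3). AT5G62340 (−3.83 here, −2.84 in the paper), AT3G43960 (−2.12 here, −2.27 in the paper) and AT3G46700 (1.43 here, 0.87 in the paper) differed under all of the alternatives. Each gene differed under the alternatives not named for it.

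The paper's qRT-PCR of Fig. 2f (n = 3) gave a log2 change of −4.35 for psbA, −5.08 for psbB, −5.88 for rbcL and 1.57 for rpl20, and the arrays gave −2.87, −2.59, −2.55 and 2.63, which differed under all alternatives. For rpoB the paper's value was 3.21 and that of the arrays 2.85, within the spread only with median centring.

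The paper reports no significant change of PEP-associated proteins and sigma factors between *rcb-10* and Col-0, from qRT-PCR that marked only changes of more than 2-fold. On the arrays SIG4 (3.06-fold) and FSD2 (1.83-fold) passed the test, which had no fold threshold. The methods and thresholds are thus not alike, but the fold threshold does not account for SIG4, which exceeded 2-fold here. Both genes stand in the paper's own Supplementary Data 1, which has a 2-fold threshold. The log2 changes there are 1.81 for SIG4 and −1.13 for FSD2. Both have a probe set named through that table alone, and the other members of the 2 lists have no named probe set here. The text of the paper calls 301 genes PIF-induced direct targets, whereas its Supplementary Data 3 marks 181 of these as PIF-induced and 120 as PIF-repressed.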

Other observations

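Of 69 plastid-encoded genes measured, 18 were lower, 18 higher and 33 did not pass. The 15 plastid-encoded ribosomal protein genes included 10 that were higher and 2 that were lower, with rps2 at a log2 change of 2.05 and rpl36 at 1.71. Of 10 genes of the plastid NDH complex, 2 were lower and 1, ndhH, was higher (from 265 ± 29.5 to 1304 ± 71.4, SD, n = 3 arrays each). The 6 ATP synthase genes had log2 changes of 0.09 to 0.51 and did not pass in limma, atpH with an adjusted p of 0.0591. These genes were picked after their values were seen. The rank of the PEP and NEP lists passed with camera (adjusted p = 1.61e-05 for each), and not with an estimated correlation (adjusted p = 0.366 for each). Of 23 mitochondrial probe sets, 2 were higher in limma.

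GLK1, a transcription factor of chloroplast development, changed by −1.59 (standard error 0.13, adjusted p = 0.00441), the expansin gene EXPA5 by −2.44, and MYB28, a regulator of aliphatic glucosinolates, by −1.51. KNOLLE, a syntaxin of cell division, changed by −1.19, and CP12-2 of the Calvin cycle by 1.12. These genes are named through Supplementary Data 1 alone, were picked after their values were seen, and are not evidence apart from that table. Of 21 probe sets that Supplementary Data 1 annotates as ribosomal proteins, 21 were lower in *rcb-10*, by −0.80 to −1.61 with a median of −1.14 (Fisher's exact test of annotation against direction in that table, p = 3.97e-06, chosen after the result was seen). That test restates what was seen, within a table drawn up for change, and takes the genes as independent, so that it decides nothing.

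None of 4 measured genes of flavonoid and anthocyanin biosynthesis passed in limma (1 at an unadjusted p under 0.05, and none by the methods' t-test). DFR, dihydroflavonol reductase, was at least 1.44-fold higher without passing (adjusted p = 0.117), with all its Col-0 arrays at background, and UF3GT was at background in both genotypes. None of 2 genes of aliphatic glucosinolate biosynthesis passed in limma, adjusted or not, or by the methods' t-test, and UGT74C1 had a log2 change of −0.54, while BCAT4 was at background. The only measured heat-shock protein gene, ATHSP22.0, had one of −0.09. Of 3 genes of the mitochondrial stress response none passed (1 at an unadjusted p under 0.05, none by the methods' t-test), with NDB2 at −0.54. UPOX had a log2 change of −0.29 with low signals raised to the trp control level, as 1 of its 3 *rcb-10* arrays was above it. Of 4 stomatal lineage markers named by the probe table none passed in limma, adjusted or not, or by the methods' t-test, with SPCH at −0.47 and FMA at −0.20. KAT1, a further member of that list, changed by −1.41 (limma, adjusted p = 0.00927). It is named through Supplementary Data 1 alone, which lists it for its change, and was left out of the count. The gene lists of cell division and of seed storage proteins and oleosins have no member with a named probe set of its own, and ICL is the only measured member of the glyoxylate cycle list.

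The control probe sets for RNA quality were compared between genotypes. The 3′ to 5′ differences of actin, GAPDH and ubiquitin gave exact permutation p from 0.1 to 1, and 0.1 is the smallest that 3 arrays against 3 can give. The 3′ level of actin differed by −0.35 and that of GAPDH by −0.38, while ubiquitin differed by 0.28 and the 25S rRNA control by 0.46, each with an exact permutation p of 0.1.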
